# Pathological oligodendrocyte precursor cells revealed in human schizophrenic brains and trigger schizophrenia-like behaviors and synaptic defects in genetic animal model

**DOI:** 10.1038/s41380-022-01777-3

**Published:** 2022-09-21

**Authors:** Guangdan Yu, Yixun Su, Chen Guo, Chenju Yi, Bin Yu, Hui Chen, Yihui Cui, Xiaorui Wang, Yuxin Wang, Xiaoying Chen, Shouyu Wang, Qi Wang, Xianjun Chen, Xuelian Hu, Feng Mei, Alexei Verkhratsky, Lan Xiao, Jianqin Niu

**Keywords:** Schizophrenia, Neuroscience, Cell biology

## Abstract

Although the link of white matter to pathophysiology of schizophrenia is documented, loss of myelin is not detected in patients at the early stages of the disease, suggesting that pathological evolution of schizophrenia may occur before significant myelin loss. Disrupted-in-schizophrenia-1 (DISC1) protein is highly expressed in oligodendrocyte precursor cells (OPCs) and regulates their maturation. Recently, DISC1-Δ3, a major DISC1 variant that lacks exon 3, has been identified in schizophrenia patients, although its pathological significance remains unknown. In this study, we detected in schizophrenia patients a previously unidentified pathological phenotype of OPCs exhibiting excessive branching. We replicated this phenotype by generating a mouse strain expressing DISC1-Δ3 gene in OPCs. We further demonstrated that pathological OPCs, rather than myelin defects, drive the onset of schizophrenic phenotype by hyperactivating OPCs’ Wnt/β-catenin pathway, which consequently upregulates Wnt Inhibitory Factor 1 (Wif1), leading to the aberrant synaptic formation and neuronal activity. Suppressing Wif1 in OPCs rescues synaptic loss and behavioral disorders in DISC1-Δ3 mice. Our findings reveal the pathogenetic role of OPC-specific DISC1-Δ3 variant in the onset of schizophrenia and highlight the therapeutic potential of Wif1 as an alternative target for the treatment of this disease.

## Introduction

Schizophrenia, a complex and severe psychiatric condition [1], is one of the 15 leading causes of disability, affecting 1 in 300 people worldwide [2, 3]. Although highly heritable, the pathophysiological mechanisms of schizophrenia have not been well understood. Clinical evidence has linked white matter abnormalities to schizophrenia symptoms [4]. Pathophysiological changes include impaired oligodendrocyte differentiation, myelination, and white matter loss [5–7]. However, several diffusion tensor imaging (DTI) studies found no changes in the white matter volume during the early stages of schizophrenia [8–11], suggesting that early pathogenesis of schizophrenia may precede significant myelin loss.

DISC1 emerged as a schizophrenia susceptible gene since its genomic disruption, while frameshift mutation, or single nucleotide polymorphisms (SNPs) were associated with familial schizophrenia [12–14]. Further studies revealed that DISC1 acts as a scaffold protein regulating multiple schizophrenia-related neuronal development processes through its protein partners [15–18]. However, recent advances showed that DISC1 dysfunction also affects OPC maturation and subsequent myelination [19, 20], while RNA-sequencing analyses in both humans and mice demonstrated that OPCs express higher levels of DISC1 when compared to neurons or mature oligodendrocytes (OLs) [21, 22], raising a possibility that the high presence of DISC1 in the OPCs may contribute to the pathogenesis of schizophrenia.

In addition, previous studies showed that DISC1 undergoes extensive alternative splicing, which is highly regulated by schizophrenia-associated SNPs [23, 24]. Several DISC1 splicing variants are upregulated in the hippocampi of schizophrenia patients [24–26], where significant pathological changes occur at the clinical high risk (CHR) stage of the onset of schizophrenia [27]. Among these variants, DISC1-Δ3, a splicing variant that lacks exon 3, is one of the most upregulated DISC transcripts in multiple brain regions [24, 26], especially in individuals with intronic SNP rs821597 [24]. DISC1-Δ3 transcript translates into a short DISC1 protein isoform lacking the binding sites with several protein partners [26, 28], yet little is known of its role in oligodendroglia or in the pathogenesis of schizophrenia.

In the present study, we revealed previously unknown pathological hypertrophic OPCs in schizophrenia patients. We were able to replicate these pathological OPCs in a newly generated transgenic mouse strain, which mimics the enhanced DISC1 exon 3 splicing in patients by removing the DISC1 exon 3 from a single allele in oligodendroglial lineage cells. Mechanistically, we demonstrated that mice with enhanced DISC1-Δ3 variant expression in OPCs display schizophrenia-like behaviors and synaptic defects, both driven by the overactivated Wnt/β-catenin-Wnt inhibitory factor 1 (Wif1) cascade. Our results provide an alternative insight into the critical role of malfunctional OPCs in pathogenesis of schizophrenia and highlight a molecular target, Wif1, for developing potential therapeutic strategies.

## Results

### OPCs are hypertrophic in schizophrenia patients

We examined the histological properties of the OPCs in postmortem brain tissues of schizophrenia patients and age-matched healthy controls (Supplementary Fig. 1a). The Sholl analysis of NG2-positive OPCs revealed previously unidentified hypertrophic morphotype in the hippocampus, prefrontal cortex, and amygdala of schizophrenia patients when compared to the age-matched healthy controls in both human paraffin tissue sections (Fig. 1a-i) and frozen sections (Supplementary Fig. 1b–g). The OPCs in post-mortem tissues of schizophrenia patients displayed a significant increase in the mean number of branches (increased by 73.4 ± 6.9%, 35.3 ± 4.0%, and 21.8 ± 3.9% respectively in the hippocampus, prefrontal cortex, and amygdala in paraffin human brain tissue sections, Fig. 1a–i; increased by 42.1 ± 12.5% and 40.6 ± 14.3%, respectively in the hippocampus and prefrontal cortex in frozen sections, Supplementary Fig. 1b–g) and greater mean branch length (increased by 64.7 ± 7.6%, 31.3 ± 3.1% and 24.9 ± 5.3% in paraffin tissue sections, Fig. 1a–i; increased by 42.9 ± 9.7% and 57.8 ± 13.8% in frozen sections, Supplementary Fig. 1b–g). In contrast, neither the number of NG2-positive OPCs (paraffin section, Fig. 1b, e, h; frozen section, Supplementary Fig. 1c, f) nor the number of OLIG2-positive oligodendroglial cells (paraffin section, Fig. 1j, k) per area unit was affected in schizophrenia patients. This is the first time demonstration of hypertrophic pathological OPCs in schizophrenia patients.

**Fig. 1:**
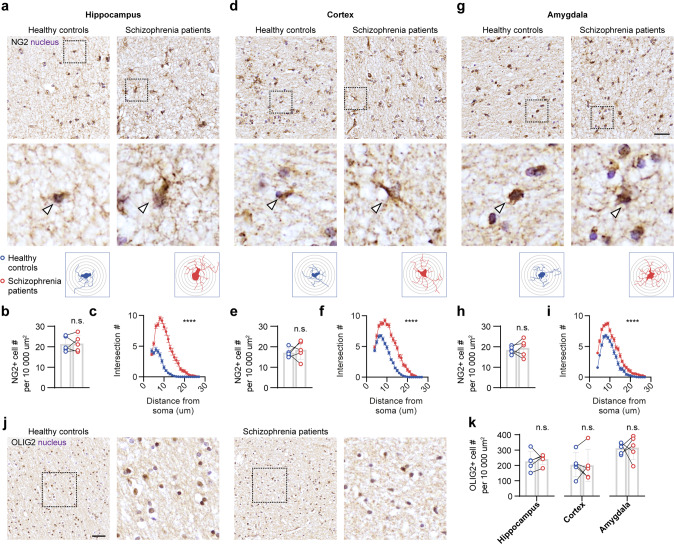
Hypertrophic OPCs in schizophrenia patients. **a** Immunohistochemistry of NG2 in the paraffin-embedded hippocampal sections of healthy controls and schizophrenia patients. Arrowheads highlight NG2^+^ OPCs. Lower panel, example of Sholl analysis. **b** Quantification of NG2^+^ OPC number in the hippocampus. *n* = 5 samples per group. **c** Sholl analysis of NG2^+^ OPC in the hippocampus. *n* = 30 cells from samples per group. **d** Immunohistochemistry of NG2 in the paraffin-embedded cortical sections of healthy controls and schizophrenia patients. Arrowheads highlight NG2^+^ OPCs. Lower panel, example of Sholl analysis. **e** Quantification of NG2^+^ OPC number in the cortex. *n* = 5 samples per group. **f** Sholl analysis of NG2^+^ OPC in the cortex. *n* = 30 cells from samples per group. **g** Immunohistochemistry of NG2 in the paraffin-embedded amygdala sections of healthy controls and schizophrenia patients. Arrowheads highlight NG2^+^ OPCs. Scale bar, 50 µm. Lower panel, example of Sholl analysis. **h** Quantification of NG2^+^ OPC number in the amygdala. *n* = 5 samples per group. **i** Sholl analysis of NG2^+^ OPC in the amygdala. *n* = 30 cells from samples per group. **j** Immunostaining of Olig2 in the hippocampus. Scale bar, 50 µm. **k** Quantification of Olig2 in the hippocampus, cortex, and amygdala. *n* = 5 samples per group. Plots show individual data and mean ± SD, or mean ± SEM in Sholl analysis results. n.s., not significant, *p < 0.05, **p < 0.01, ****p < 0.0001; paired *t*-test, or two-way ANOVA for Sholl analysis.

### Enhanced DISC1-Δ3 expression in the oligodendroglia replicates the hypertrophic OPC in patients

DISC1 is a schizophrenia risk gene and regulates oligodendroglial development [19, 20]. The gene sequence of DISC1 is highly conserved between humans and mice (Supplementary Fig. 2a). Re-analyzing RNA-sequencing libraries [21, 22] showed that DISC1 expression in human and mouse OPCs is much higher than in newly-differentiated oligodendrocytes, mature oligodendrocytes, and neurons (Supplementary Fig. 2b). Analysis of mRNA expression of DISC1 splicing variants revealed that Δ3 and Δ7/8 (DISC1 alleles lacking exon 3, or exons 7 and 8) were downregulated during early brain development (Supplementary Fig. 2c), but upregulated in schizophrenia brains [24].

To mimic pathological changes in schizophrenia patients, we generated a DISC1^exon3 flox^ mouse strain, and crossed it with the OPC-specific NG2^CreERT^ mice to obtain NG2^CreERT^:DISC1^exon3 fl/+^ (DISC1-Δ3) mice (Supplementary Fig. 2d). Tamoxifen administration removed a single copy of the DISC1 exon 3 from one allele on the double helix, which replicates enhanced expression of DISC1 exon 3 splicing in schizophrenia patients without affecting the expression of full-length DISC1 gene [23, 24]. The efficiency of genetic modification was confirmed by increased mRNA and protein levels of DISC1-Δ3 in the brain; at the same time expression of full-length DISC1 or DISC1-Δ7/8 remained unchanged (Supplementary Fig. 2e, f). The cell-specific expression of DISC1-Δ3 was confirmed by significantly upregulated mRNA levels selectively in OPCs, but not in other brain cell types (Supplementary Fig. 2g).

Consistent with abnormal myelination detected in familial schizophrenia due to disrupted DISC1 expression [20], the overexpression of DISC1-Δ3 variant in oligodendroglia didn’t affect the total number of oligodendroglial lineage cells and their proliferation (Supplementary Fig. 2i), but impaired oligodendrocyte differentiation (Fig. 2a, b), decreased the number of myelinated axons and reduced the myelin thickness (Fig. 2c). Increased expression of DISC1-Δ3 variant in the newly generated transgenic mouse strain replicated the OPC hypertrophy in schizophrenia patients, as shown by the enlarged PDGFRα (increased by 91.6 ± 16.5%) (Fig. 2d, Supplementary Fig. 2h) and NG2^CreERT^:tdTomato labeling areas per cell (increased by 32.4 ± 8.5%) (Fig. 2e), with a more hypertrophic morphology (Fig. 2f). The morphological appearances of astrocyte, microglia, and vasculature were not affected by increased DISC1-Δ3 variant expression in oligodendroglia (Supplementary Fig. 2j–m).

**Fig. 2:**
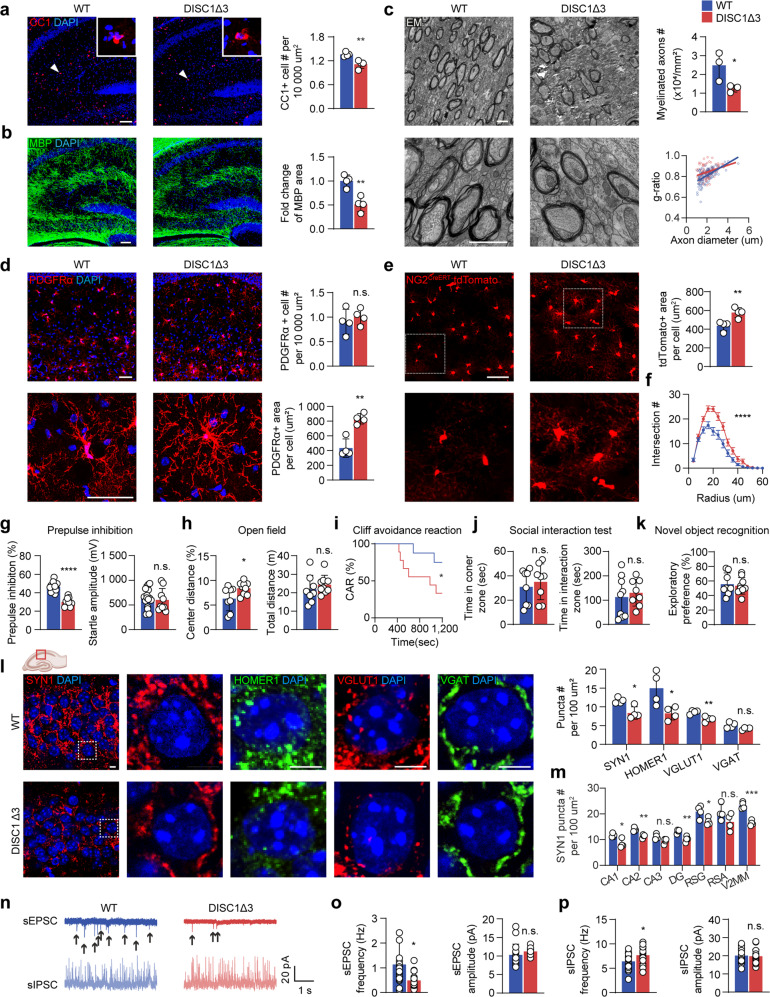
Enhanced DISC1-Δ3 expression in the oligodendroglia phenocopies the hypertrophic OPC in patients and triggers schizophrenia-like behaviors and synaptic defects. WT and DISC1-Δ3 mice were treated with tamoxifen from postnatal day (P)4 to P7 and were analyzed since P23. **a**, **b** Staining and quantification of CC1 and MBP in the hippocampus. Scale bar: 50 µm. *n* = 4 mice. **c** Electron microscopy image of corpus callosum sections and quantification of myelinated axon number and g-ratio. Scale bar, 10 µm. *n* = 3 mice. **d** PDGFRα staining and quantification of PDGFRα^+^ area of each OPC and the number of OPC in the hippocampal CA1 region. Scale bar, 50 µm. *n* = 4 mice. **e** Representative images of NG2^CreERT^:tdTomato, and quantification of the process coverage per cell. Scale bar, 20 µm. *n* = 4 mice. **f** Sholl analysis of NG2^CreERT^:tdTomato in control and DISC1-Δ3 mice. *n* = 30 cells from 4 mice. error bar: SEM. Behavioral tests on WT and DISC1-Δ3 mice, including prepulse inhibition test (**g**), open field test (**h**), cliff avoidance reaction (CAR) test (**i**), social interaction test (**j**), and novel object recognition (**k**). *n* = 8, 9 mice from each group. **l** Staining of synaptic elements, including SYN1 (presynaptic marker), HOMER1 (postsynaptic marker), vGLUT1 (glutamatergic synaptic marker), and vGAT (GABAergic synaptic marker) in the hippocampal CA1 region. Scale bar is 5 µm. Quantification of different synaptic elements in the CA1 region. *n* = 4 mice of each genotype. **m** Quantification of SYN1 in different hippocampal and cortical regions. *n* = 4 mice of each genotype (DG, dentate gyrus. RSG, granular retrosplenial area. RSA, agranular retrosplenial area. V2MM, secondary visual cortex, mediomedial area). **n–p** Representative traces of sEPSCs and sIPSCs recordings from P25 hippocampal slices. Quantification of the frequency and amplitude of sEPSCs. *n* = 15, 18 cells from 3 mice of each genotype. Quantification of the frequency and amplitude of sIPSCs. *n* = 15, 18 cells from 3 mice of each genotype. Plots show individual data and mean ± SD; n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; two-sided Student’s t-test, or log-rank test for survival curve, two-way ANOVA for Sholl analysis.

Taken together, our results reveal hypertrophic morphology of OPCs in both schizophrenia patients and DISC1-Δ3 mice.

### Oligodendroglial DISC1-Δ3 variant triggers schizophrenia-like behaviors and synaptic defects

At postnatal day (P)25 to P36, the age of mice approximately corresponding to human adolescence (12–18 years old) when the first episode of schizophrenia usually occurs [1, 29], enhanced oligodendroglial DISC1-Δ3 splicing resulted in schizophrenia-like sensorimotor gating impairment as reflected by the prepulse inhibition test (Fig. 2g), as well as by the positive symptoms [30] in the open field test and cliff avoidance test (Fig. 2h, i). However, no negative symptoms (assessed by the social interaction test, Fig. 2j), motor deficit (travel distance in the open field test, Fig. 2h), or memory impairments (novel object recognition test, Fig. 2k) were detected in DISC1-Δ3 mice.

Excitation-inhibition disbalance contributes to the pathophysiology of schizophrenia [31, 32]. We found that expression of DISC1-Δ3 in oligodendroglia suppressed synaptogenesis, as indicated by the decreased levels of SYN1^+^ presynaptic and HOMER1^+^ postsynaptic markers in hippocampal and cortical regions at P25 (Fig. 2l, m). Specifically, the number of excitatory synapses labeled with vGLUT1 antibodies but not the inhibitory synapses labeled by vGAT antibodies was reduced in the hippocampal CA1 region (Fig. 2l). These changes recapitulate decreased excitatory/inhibitory synapses ratio observed in schizophrenia patients [31, 32]. In agreement with synaptic alteration, expression of DISC1-Δ3 in cells of oligodendroglial lineage reduced the frequency of spontaneous excitatory postsynaptic currents (sEPSC) and increased the frequency of spontaneous inhibitory postsynaptic currents (sIPSC) (Fig. 2n–p).

To conclude, deletion of DISC1 exon 3 in oligodendroglia is sufficient to induce schizophrenia-like behavioral abnormalities and cause significant synaptic alterations.

### Aberrant OPC but not defective myelin contributes to the onset of schizophrenia-like symptoms in DISC1-Δ3 mice

Oligodendroglial DISC1-Δ3 affects both OPC and myelin as presented above. To distinguish the contribution of hypertrophic OPCs from the myelin deficiency during the onset of schizophrenia, we investigated conditional DISC1 exon 3 deletion at different ages. First, we induced oligodendroglial DISC1 exon 3 deletion at P4 - P7 and analyzed the neurological outcome at P10, before the occurrence of myelin defects in the hippocampus (Fig. 3a–c, Supplementary Fig. 3a, b). Second, we triggered DISC1 exon 3 deletion between P4 - P7, but analyzed the histological and behavioral changes at P50, when the mature OL numbers, myelin densities and structures in DISC1-Δ3 mice attained a level similar to the wildtype littermates (Fig. 3a–e, Supplementary Fig. 3a–c). However, since we cannot rule out the possibility that myelin defects in other brain regions may affect hippocampal synaptogenesis, or that myelin defects in early life (e.g., the neonatal period in this study) may exert prolonged effects on synaptic development in later life (e.g., puberty in this study), we induced the DISC1-Δ3 deletion at a later stage (between P40 - P45), when the majority of myelin sheaths are established. We assessed the histological and behavioral changes at P50, when no OPC differentiation or myelin deficit was found (Fig. 3a–f, Supplementary Fig. 3a–c). In all three experiments, the NG2^+^ areas per cell in DISC1-Δ3 mice at the endpoints increased by 110.1 ± 20.5%, 359.7 ± 46.7%, and 250.2 ± 51.7% respectively (Fig. 3g, h, Supplementary Fig. 3d, e), with a more hypertrophic morphology as shown by Sholl analysis (Fig. 3i). These OPCs were in close contact with the cell bodies of NeuN^+^ neurons with synaptic defects (Fig. 3j–n). However, the number of Olig2^+^ cells remained unchanged in all three experiments (Supplementary Fig. 3f).

**Fig. 3:**
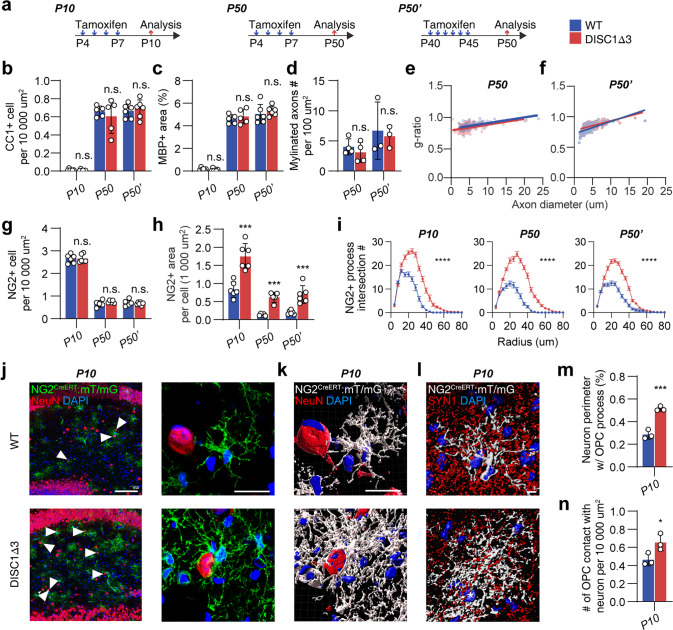
Induction of DISC-Δ3 results in OPCs hypertrophy but does not affect myelination. **a** Three different experiment setups of oligodendroglial DISC-Δ3 induction. **b** Quantification of CC1 numbers in the hippocampus in three different setups. *n* = 5 or 6 mice. **c** Quantification of MBP^+^ area in the hippocampus in three different setups. *n* = 5 or 6 mice. **d** Quantification of myelinated axon numbers in the second and the third setups. *n* = 5 or 6 mice. **e**, **f** g-ratio chart in the second and the third setups. **g**, **h** Quantification of NG2^+^ OPC number and NG2^+^ area per OPC in different setups. *n* = 5 or 6 mice. **i** Sholl analysis of NG2 staining. *n* = 30 cells from 3 mice. Error bar: SEM. **j** Staining of NeuN in NG2^CreERT^: mT/mG brain section. Arrowheads highlight the neuron cell bodies enwrapped by membrane GFP (mGFP)-labeled OPC. Scale bar, 100 µm or 10 µm. **k** 3D reconstruction of high magnification images in **j**. Scale bar, 10 µm. **l** 3D reconstruction of SYN1 staining in the CA1 region of a NG2^CreERT^: mT/mG brain section. Asterisks: the adjacent neuronal nucleus. Scale bar, 5 µm. **m** Quantification of the percentage of neuronal cell body enwrapped by mGFP^+^ OPC processes. *n* = 3 mice. **n** Quantification of the number of neurons with cell body contacted by mGFP^+^ OPC. *n* = 3 mice. Plots show individual data and mean ± SD; n.s. not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; two-sided Student’s *t*-test or two-way ANOVA for Sholl analysis.

The absence of myelin deficiency allowed us to investigate the contribution of DISC1-Δ3 OPCs to the above mentioned synaptic defects and schizophrenia-like behaviors. We found that pre- and post-synaptic compartments were significantly reduced in the hippocampus in all three experimental groups (Fig. 4a, Supplementary Fig. 4). Golgi staining confirmed decreased number of dendritic spines in DISC1-Δ3 mice at P10 (Fig. 4b). Moreover, enhanced DISC1-Δ3 splicing in OPCs was accompanied with decreased sEPSC frequency as early as at P10 (Fig. 4c, d), while deletion at both early and later ages caused behavioral changes at P50 (Fig. 4e, f). These results indicate that interfering with OPC DISC1-Δ3 expression alone is sufficient to induce synaptic dysfunction and schizophrenia-like behaviors.

**Fig. 4:**
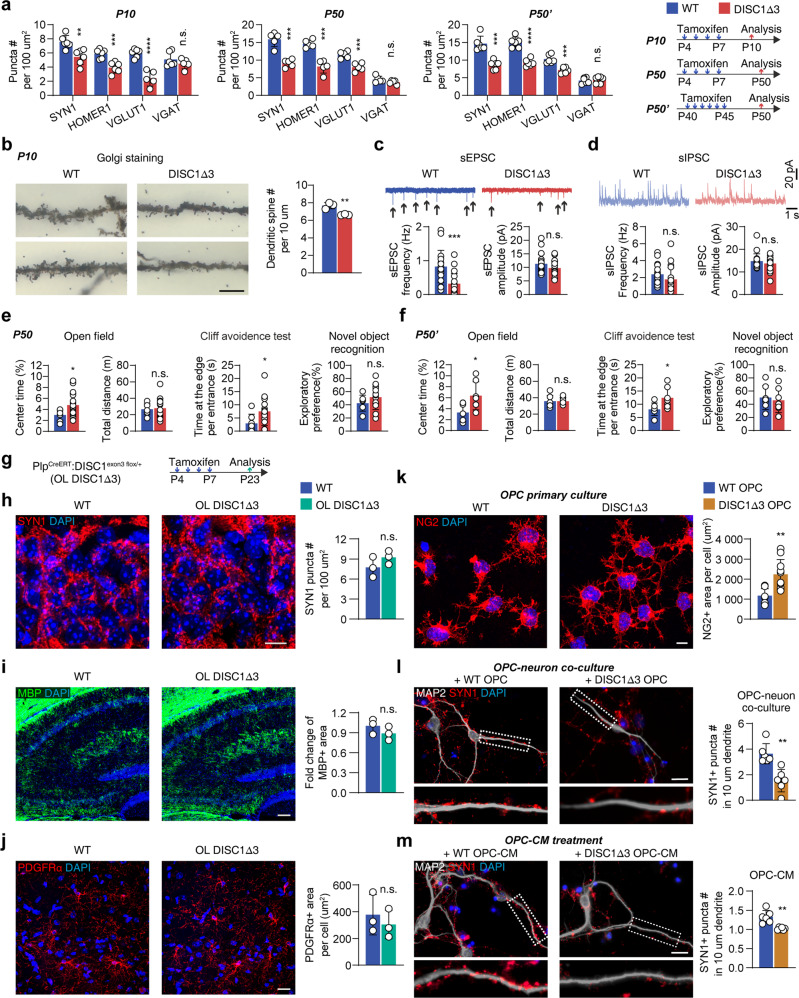
Aberrant OPC but not myelination deficits contribute to the onset of schizophrenia-like symptoms in DISC1-Δ3 mice. **a** Quantification of synaptic elements in CA1 region of three different experiment setups. *n* = 5 or 6 mice. **b** Golgi staining and quantification of the dendritic spines of hippocampal neurons. Scale bar, 5 µm. *n* = 3 mice. **c**, **d** Representative traces of sEPSCs and sIPSCs recording from P10 hippocampal slices and statistics of sEPSCs and sIPSCs. *n* = 19, 20 cells from 3 mice of each genotype. **e**, **f** Behavioral test of mice from the second and the third experiment setups. *n* > 7 mice. **g** PLP^CreERT^ mice were mated to DISC1^exon3 f/+^ mice to produce PLP^CreERT^: DISC1^exon3 f/+^ (OL DISC1-Δ3) mice. Mice were treated with tamoxifen from P4 to P7, and sacrificed at P23 for analysis. **h** Staining and quantification of SYN1 in the hippocampus CA1 region in OL DISC1-Δ3 mice. *n* = 3 mice. **i** Staining and quantification of MBP in OL DISC1-Δ3 mouse hippocampus. *n* = 3 mice. **j** hippocampus. *n* = 3 mice. **k** Staining of NG2 in primary OPC culture and quantification of NG2^+^ area per OPC. Scale bar, 5 µm. *n* = 9 experiments. **l** Staining of MAP2 and SYN1 in primary OPC-neuron co-culture and quantification of SYN1^+^ puncta on dendrite. Scale bar, 10 µm. *n* = 6 experiments. **m** Staining of MAP2 and SYN1 in primary neuron culture treated by OPC-conditioned medium (OPC-CM) and quantification of SYN1^+^ puncta on dendrite. Scale bar, 10 µm. *n* = 6 experiments. Plots show individual data and mean ± SD; n.s. not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; two-sided Student’s *t*-test.

In order to further confirm that aberrant OPCs but not mature OLs contribute to the neuronal defects during the onset of schizophrenia, we cross-bred the DISC1^exon3 flox^ mice with the OL-specific PLP^CreERT^ mice to obtain PLP^CreERT^:DISC1^exon3 fl/+^ mice (OL DISC1-Δ3, Fig. 4g). Tamoxifen administration specifically removed a single copy of the DISC1 exon 3 from one allele in OLs (DISC1-Δ3 OLs, Fig. 4g). In the hippocampus of these mice at P21, enhanced expression of DISC1-Δ3 in OLs did not change the numbers of SYN1^+^ synaptic puncta (Fig. 4h). In addition, neither the morphology of PDGFRα^+^ OPCs, MBP^+^ myelin structures, nor numbers of CC1^+^ mature OLs and Olig2^+^ oligodendroglial lineage cells (Fig. 4i, j; Supplementary Fig. 3g, h) were affected. These results suggest an OPC-specific manner to initiate schizophrenia-like pathological changes in the DISC1-Δ3 mice.

Subsequently, we performed in vitro experiments to confirm the direct impact of DISC1-Δ3 OPCs on neurons. Primary OPCs were isolated from the brains of DISC1-Δ3 and non-CreERT wild-type mice at P7 by immunopanning. They were either co-cultured with hippocampal neurons, or used for medium conditioning to treat the hippocampal neurons. Cultured DISC1-Δ3 OPCs showed hypertrophic morphology similar to that observed in DISC1-Δ3 mice (Fig. 4k). Neuronal synapse formation in cells co-cultured with DISC1-Δ3 OPC or exposed to DISC1-Δ3 OPC generated conditioned medium was significantly suppressed (the number of synapses decreased by 58.0 ± 13.3% and 23.5 ± 5.2% respectively, Fig. 4l, m).

Collectively, our results demonstrate that pathological OPCs and not myelin defects are the main contributors to the onset of schizophrenia-like symptoms. In addition, DISC1-Δ3 OPCs affect neuronal synaptic formation in a paracrine manner.

### Hyperactivity of Wnt/β-catenin pathway in OPCs from schizophrenia patients and DISC1-Δ3 mice

To gain an insight into underlying molecular mechanisms, RNA-sequencing was performed in the OPCs from DISC1-Δ3 and non-CreERT wildtype mice (Supplementary Fig. 5a–c). 

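Oligodendrocyte precursor cells, the glial cells that give rise to myelinating oligodendrocytes, were isolated by immunopanning at P7 and sequenced without culture. The comparison covered 3 libraries from DISC1-Δ3 mice and 3 from non-CreERT wildtype mice, with tamoxifen at 10 mg/kg given from P4 to P7. The paper does not say how many animals went into each library, or whether libraries of a genotype shared a pool of cells. The tests below treat the libraries as independent. For each gene and library, the authors deposited an expected count, in which reads shared by several genes are split between them, and an RPKM, the count scaled by transcript length and library total. The paper's text names DESeq2 for the differential expression analysis, and does not name the aligner, the counting tool or the genome build. It gives a general threshold of p under 0.05, but none specific to differential expression. The expected counts, rounded to whole reads, summed to 13716619, 16417219 and 16364082 in wildtype replicates 1 to 3, and to 14229954, 16138674 and 16116764 in DISC1-Δ3 replicates 1 to 3, with medians of 16364082 and 16116764. A single read therefore corresponded to 0.0609 to 0.0729 CPM, the count scaled by library total. Of 18211 genes in the table, the 13792 with an RPKM of at least 0.5 in at least 3 of the 6 libraries were tested. Rounded counts were scaled by edgeR's TMM factors, which ran from 0.970 to 0.974 in wildtype and from 1.02 to 1.04 in DISC1-Δ3 libraries, and the genotypes were compared with edgeR's quasi-likelihood test without a term for the replicate number. Groups with at most 3 reads in every library were treated as at the detection floor, and folds against them are given as lower bounds. Differences between replicates exceeded sampling noise, with a chi-square per degree of freedom of 1.81 to 2.92 for the 3 wildtype pairs. Among DISC1-Δ3 libraries it was 2.65 for replicates 1 and 2, but 5.24 and 4.98 for their pairs with replicate 3.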

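The targeted gene was examined first. Disc1 (gene ID 244667) had an RPKM of 3.55 ± 0.238 (SD, n = 3) in wildtype and 2.72 ± 0.240 (SD, n = 3) in DISC1-Δ3 OPCs, from 350, 406 and 455 reads against 295, 292 and 349. Its log2 fold change was -0.45 (standard error 0.088, adjusted p = 0.000528 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These values are per gene and do not resolve the deleted exon 3. Cspg4 (gene ID 121021), which encodes NG2 and whose promoter drives CreERT in these mice, had an RPKM of 15.8 ± 1.38 (SD, n = 3) in wildtype and 23.0 ± 1.41 (SD, n = 3) in DISC1-Δ3 OPCs. The log2 fold change of Cspg4 was 0.46 (standard error 0.062, adjusted p = 1.15e-05 from the same test). A list of 12 OPC marker genes had a median of 0.47, close to that rise. Microglial markers were read far more than OPC markers, with a median RPKM of 1071 against 20.7 in wildtype. Values given for OPCs are therefore those of all isolated cells, and a different mix of cells was not separated from a change within OPCs.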

The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis indicated significantly increased activity of Wnt/β-catenin pathway in DISC1-Δ3 OPCs (Supplementary Fig. 5c). This was deduced from a 56.9 ± 14.0% reduction in phosphorylated β-catenin (the degraded form of Wnt signaling stimulator), 44.8 ± 15.0% reduction in autophosphorylation of glycogen synthase kinase 3 β (GSK3β) at Tyrosine 216 (Y216, the functional form of an inhibitor of the Wnt/β-catenin pathway), and a 76.3 ± 20.3% increase in the phosphorylated GSK3β at Serine 9 (S9, Fig. 5a) that inactivates GSK3β [33–35]. In addition, a significant upregulation of Wnt downstream targets Axin2 and Notum was detected (199.3 ± 25.7% and 412.2 ± 133.7% increase, respectively, Fig. 5b), which also indicates an overactivated Wnt/β-catenin pathway in DISC1-Δ3 OPCs.

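Pathways were tested on the Reactome collection for mouse, since KEGG was not used here. It gave 859 pathways of 10 to 500 tested genes. By a one-sided Fisher's exact test of the 5498 differentially expressed genes, 97 pathways were over-represented after Benjamini-Hochberg adjustment, and 193 at an unadjusted p under 0.05. Over the alternatives this pathway over-representation count ran from 14, with only genes of a log2 fold change of at least 1 in size, to 218, with DESeq2 without the filter. The leading pathway was Interferon gamma signaling, with 57 of 74 genes differentially expressed (odds ratio 5.101, adjusted p = 6.54e-08) and a median log2 fold change of -0.41. All 12 microglial markers were lower as well, with a median log2 fold change of -0.50. A smaller share of microglia among the isolated cells was therefore not separated from a fall of interferon genes in OPCs. Signaling by Wnt had 94 of 207 genes differentially expressed (odds ratio 1.26, adjusted p = 0.226), and ranked 223. Among higher genes alone, Signaling by Wnt had 62 genes (odds ratio 1.69, adjusted p = 0.0256) and ranked 20. Over the alternatives its adjusted p ran from 0.00889 to 0.893. In camera, a test of whether a set of genes shifts relative to the other genes, at a preset correlation of 0.01, Signaling by Wnt was shifted upward with an adjusted p of 0.0266 and a median log2 fold change of 0.07. Of the 86 pathways that camera called, 30 upward and 56 downward, 78 held in direction and threshold under fry, a rotation test; Signaling by Wnt was among them (adjusted p = 0.000723). WNT ligand biogenesis and trafficking was also shifted upward (camera adjusted p = 4.62e-05, fry adjusted p = 0.000596).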

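Lists of Wnt genes written from general knowledge were then tested, within a family of 30 lists that also holds the paper's panels, cell type markers and other lists. Of 22 tested feedback targets of Wnt/β-catenin signaling, 18 were higher and 0 lower at an adjusted p under 0.05 over all tested genes. Adjusted over the list alone, 18 were higher and 1, Myc, was lower; the log2 fold change of Myc was -0.12 (adjusted p = 0.0642 over all tested genes), and -0.15 without DISC1-Δ3 replicate 3 (adjusted p = 0.0141, from there to 0.653 over its alternatives). The median log2 fold change of the list was 1.11 (camera adjusted p = 1.22e-63, from 9.36e-74 to 0.00361 over its alternatives). Its shift held under fry (adjusted p = 5.95e-06) and with an estimated correlation (adjusted p = 0.00361). The study's panels picked 8 of the list's 24 genes from these libraries, so those are not independent evidence. Axin2 (gene ID 12006) rose from an RPKM of 4.83 ± 0.246 (SD, n = 3) to 25.5 ± 2.00 (SD, n = 3), a log2 fold change of 2.33 (standard error 0.071, adjusted p = 4.09e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lef1 (gene ID 16842) rose from 1.62 ± 0.480 to 9.28 ± 0.552 RPKM (SD, n = 3 each), a log2 fold change of 2.52 (standard error 0.13). Rnf43 (gene ID 207742), which encodes a ubiquitin ligase that removes Wnt receptors, rose from 0.450 ± 0.101 to 6.68 ± 0.535 RPKM (SD, n = 3 each), a log2 fold change of 3.77 (standard error 0.14). Ccnd1 had a log2 fold change of 0.03 (adjusted p = 0.725).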

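Secreted antagonists and agonists of Wnt were higher for 10 and lower for 0 of 14 tested genes, and for 11 and 0 adjusted over the list alone, with a median of 2.36 (camera adjusted p = 8.74e-34, fry adjusted p = 8.77e-06). Of 10 tested Wnt ligands 5 were higher and 0 lower, also adjusted over the list alone, with a median of 0.47 (camera adjusted p = 1.61e-10, fry adjusted p = 3.59e-05). With an estimated correlation both shifts held, at adjusted p of 0.00361 and 0.0203. At an RPKM of at least 1 in 3 libraries the median of the ligands was 1.02. The study's panels picked 7 of the 17 antagonists and agonists and 5 of the 18 ligands in the table from these libraries. Those genes are therefore not independent evidence. Receptors and transducers moved both ways, 10 higher and 7 lower of 31, and 11 and 7 adjusted over the list alone. Their median of 0.07 was past the threshold under fry (adjusted p = 0.00556) but not in camera (adjusted p = 0.296), and was 0.01 without wildtype replicate 3 and 0.02 without DISC1-Δ3 replicate 2. Ctnnb1 (gene ID 12387), which encodes β-catenin, had a log2 fold change of 0.30 (standard error 0.040, adjusted p = 8.77e-06). Gsk3b (gene ID 56637) did not pass the threshold, at -0.07 (standard error 0.058, adjusted p = 0.347 from the same edgeR test). The paper states from its KEGG analysis that activity of the Wnt/β-catenin pathway rose in DISC1-Δ3 OPCs, and reasons from phosphorylation of β-catenin and GSK3β and from Axin2 and Notum that the pathway was overactivated.

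**Figure D1:**
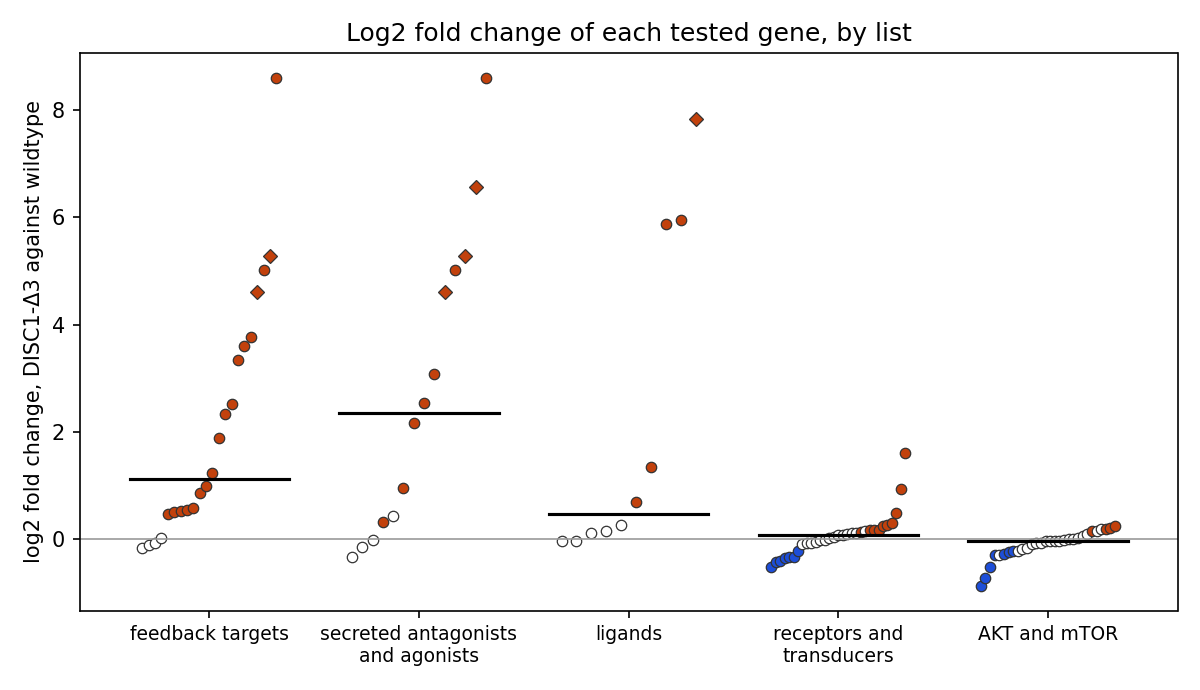
Log2 fold change (vertical axis) of each tested gene in 5 lists (horizontal axis), DISC1-Δ3 against wildtype OPCs, from edgeR; filled symbols have an adjusted p under 0.05, diamonds mark genes at the detection floor in wildtype, and bars are medians. The bars of the feedback targets and of the secreted antagonists and agonists lie at 1.11 and 2.36, those of the receptors and transducers and of the AKT and mTOR genes at 0.07 and -0.04.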

**Fig. 5:**
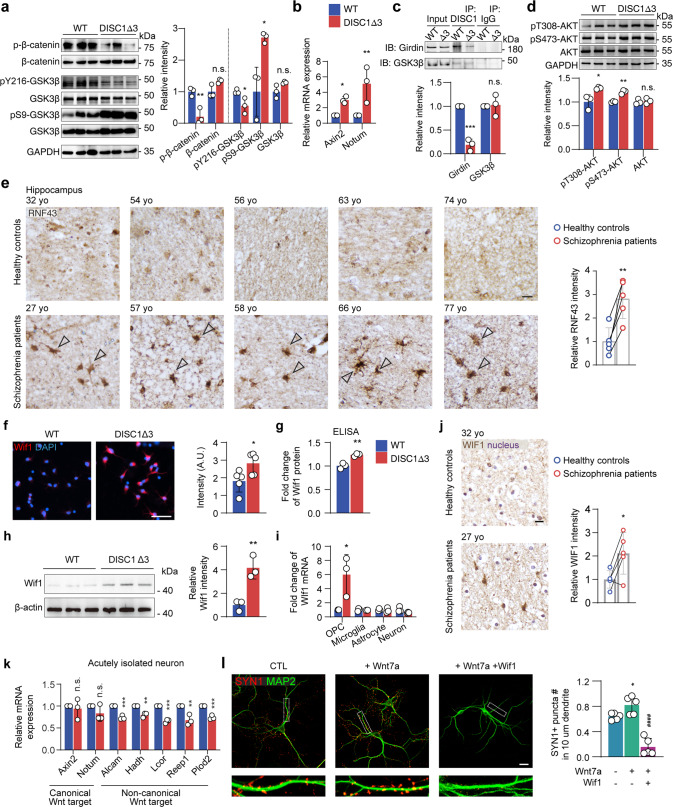
Aberrant Wnt/β-catenin activation in DISC1-Δ3 OPCs upregulates Wif1 expression and suppresses synaptogenesis. **a** Western blot and quantification of β-catenin and GSK3β phosphorylation in isolated WT and DISC1-Δ3 OPCs. *n* = 3 mice. **b** RT-qPCR of canonical Wnt pathway targets Axin2 and Notum in isolated OPCs. *n* = 3 mice. **c** Co-immunoprecipitation experiments in primary WT or DISC1-Δ3 OPCs using anti-DISC1 or normal IgG antibodies, followed by immunoblotting with Girdin and GSK3β antibody. Lower panel is the quantification of Girdin and GSK3β band intensity in DISC1 pull-down normalized to Input. *n* = 3 experiments. **d** Western blot and quantification of AKT phosphorylation in isolated WT and DISC1-Δ3 OPCs. *n* = 3 mice. **e** Representative images of RNF43 staining in each control and schizophrenia patient hippocampal sections. Arrowheads highlight RNF43^+^ cells. Scale bar, 50 µm. Quantification of RNF43 intensity. *n* = 5 age-matched samples, paired t-test for age-match human samples. **f** Staining and quantification of Wif1 in cultured OPCs. Scale bar, 50 µm. *n* = 5 experiments. **g** ELISA of Wif1 in WT or DISC-Δ3 mouse brain lysates. *n* = 3 mice. **h** Western blot and quantification of Wif1 expression in OPCs. *n* = 3 mice. **i** RT-qPCR of Wif1 expression in acutely isolated OPC, microglia, astrocytes, and neurons from WT or DISC-Δ3 mice. *n* = 3 mice. **j** Immunohistochemistry and quantification of Wif1 in hippocampal slice of controls and schizophrenia patients. Arrowheads highlight WIF1^+^ cells. *n* = 5 samples per group. **k** RT-qPCR experiment of acutely isolated neurons from WT and DISC1-Δ3 mice to detect expression of canonical and non-canonical Wnt pathway target gene expression. *n* = 3 mice. **l** Staining of SYN1 and MAP2 in primary hippocampal neurons cultured with or without Wnt7a or Wif1. Right: quantification of SYN1 puncta on dendrites. CTL, control. Scale bar, 10 µm. *n* = 5 experiments. Plots show individual data and mean ± SD; n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001; #, statistical analysis between Wnt7a treatment and Wnt7a + Wif1 treatment. ^####^*p* < 0.0001; two-sided Student’s *t*-test.

Subsequently, we investigated how DISC1-Δ3 deletion affects Wnt/β-catenin signaling in the OPCs. DISC1 is known to directly interact with GSK3β and suppress its Y216 autophosphorylation [16, 35]. Thus, DISC1 can inhibit GSK3β function and consequently activate Wnt/β-catenin pathway [16]. Furthermore, DISC1 can also bind to the C-terminal (amino acids 347–854) of Girdin to prevent activation of AKT [36], a suppressor of GSK3β by phosphorylating its S9 residue [36, 37], resulting in the indirect regulation of Wnt/β-catenin pathway. Co-immunoprecipitation analysis showed that DISC1-Δ3, which contains one of the GSK3β binding sites (amino acids 1–220), was still able to directly interact with GSK3β to suppress GSK3β Y216 autophosphorylation (Fig. 5c). However, DISC1-Δ3 structurally lacks the binding site for Girdin and thus cannot bind to it (Fig. 5c), which enables Girdin to activate AKT signaling [36]. Consistently, an increased activity of AKT in DISC1-Δ3 OPCs was also observed (Fig. 5d), which explains the elevated GSK3β S9-phosphorylation. These findings indicate that DISC1-Δ3 is unable to bind to Girdin and therefore, it inhibits GSK3β activity indirectly through the Girdin-AKT pathway, resulting in increased Wnt/β-catenin signaling (Supplementary Fig. 5d).

We further confirmed the hyperactivation of Wnt/β-catenin pathway in the OPCs, from the hippocampus of schizophrenia patients, by detecting an increased immunoreactivity of Wnt downstream gene RNF43 (181.4 ± 30.5% increase, Fig. 5e). This is consistent with a recent finding that upregulation of RNF43 specifically in OPCs correlates with hyperactivated Wnt-signaling in injuries [38, 39]. In this regard, we postulate that the DISC1-Δ3 in OPCs mediates a ‘gain-of-function’ to promote the hyperactivity of the Wnt/β-catenin signaling pathway in schizophrenia brains.

However, the morphological changes in OPCs cannot be achieved either in vivo or in vitro by OPC-specific conditional deletion of the obligate Wnt pathway inhibitor, adenomatous polyposis coli (APC) (Supplementary Fig. 5e, f). This suggests that Wnt/β-catenin pathway is probably not involved in generation of the DISC1-Δ3 OPCs morphological phenotype.

### Wnt-driven Wif1 overexpression impairs synaptic formation

As Wnt/β-catenin pathway activity governs the expression of downstream genes in multiple cellular processes [40], we investigated how hyperactive Wnt signaling in DISC1-Δ3 OPCs affects synaptic formation. Differential expression analysis showed that DISC1-Δ3 altered the expression of several secretory protein-coding genes (Supplementary Fig. 5g, h), especially Wif1 (420.1 ± 21.4-fold increase, Supplementary Fig. 5i), which is a downstream target of Wnt and an inhibitor of the Wnt pathway [41]. 

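Wif1 (gene ID 24117) had RPKM values of 0.10, 0.12 and 0.12 in wildtype and 48.81, 44.94 and 49.42 in DISC1-Δ3 replicates 1 to 3, a mean of 0.113 ± 0.0115 against 47.7 ± 2.43 (SD, n = 3 each). The mean difference divided by the wildtype mean was 420.1, with a standard error of the difference of 12.4 on that scale. In reads, Wif1 had 3, 4 and 4 in wildtype against 1460, 1523 and 1668. The wildtype total of 11 against 4651 reads limits the precision: the fold from reads was 399, with a 95% exact confidence interval of 223 to 801 that covers counting error alone. Since RPKM was deposited to 2 decimals, the fold increase ran from 402 to 440 over the ends of the rounding step of the wildtype values. The log2 fold change of Wif1 was 8.596 (standard error 0.13, adjusted p = 9.81e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between 8.55 and 8.62 with each library left out in turn. On log2 values with a pseudocount of 1, and quantile normalization, it was 5.29, the lowest of the alternatives. A two-sided exact permutation test of the RPKM gave p = 0.1, the smallest p that 3 against 3 libraries allow.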

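Of the 20 genes in the paper's panel of secreted products, 14 passed the RPKM filter, and all 14 were higher at an adjusted p under 0.05, over all tested genes and adjusted over the list alone. The study chose this list on these samples, so this is not independent evidence. Their median log2 fold change was 6.25, or 5.599 with genes at the wildtype floor set to their bounds. Notum (gene ID 77583), which encodes a secreted enzyme that inactivates Wnt ligands, rose from an RPKM of 5.97 ± 0.165 (SD, n = 3) to 200.3 ± 2.33 (SD, n = 3), a log2 fold change of 5.02 (standard error 0.059, adjusted p = 2.05e-20 from the same edgeR test). Emilin3 (gene ID 280635) rose from 0.620 ± 0.128 to 20.1 ± 0.719 RPKM (SD, n = 3 each), a log2 fold change of 4.95 (standard error 0.11, adjusted p = 4.96e-16). Pla2g2f, Wnt16, Dsc3 and Rspo4 were at the floor in every wildtype library, and were at least 102.5-fold, 59.8-fold, 56.97-fold and 35-fold higher in DISC1-Δ3 OPCs.

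**Figure D2:**
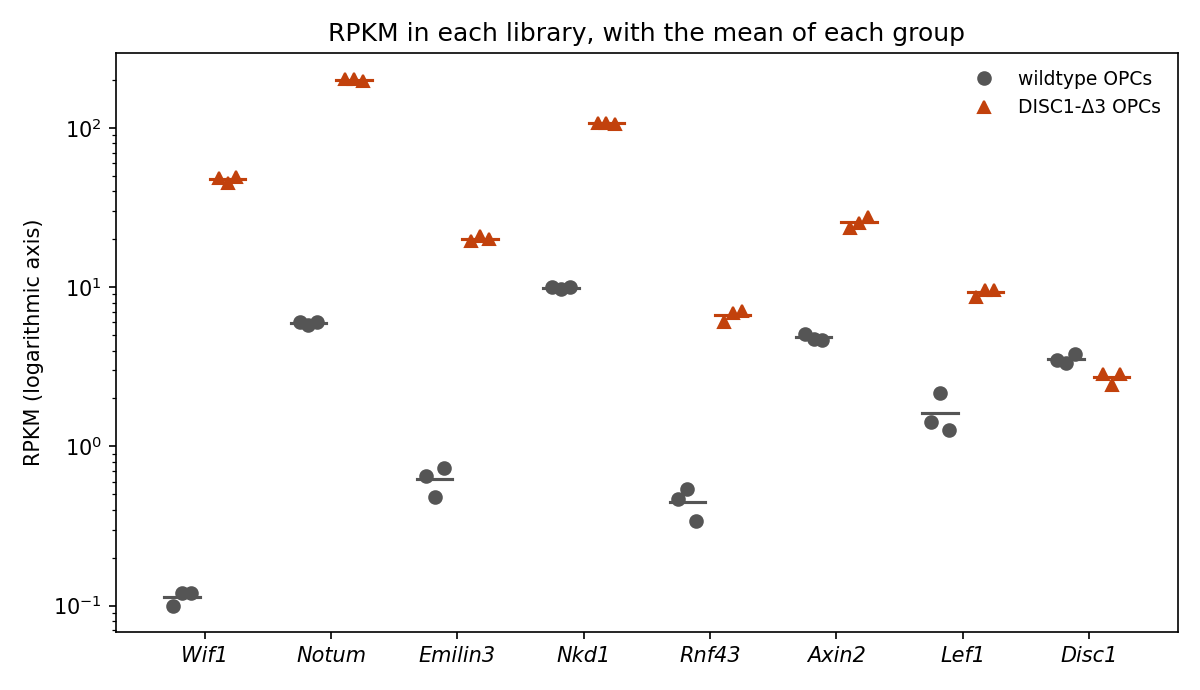
RPKM (vertical logarithmic axis) of 8 genes (horizontal axis) in each library; circles are the 3 wildtype and triangles the 3 DISC1-Δ3 libraries, and lines are the means of each group. Notum and Wif1 reach means of 200.3 and 47.7 in DISC1-Δ3 OPCs, and Disc1 is the gene of the 8 whose mean is lower there.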

Recently, it has been proposed that upregulated Wif1 forms part of a negative feedback mechanism to counteract the excessive activities of the Wnt signaling pathway in OPCs [42].

Increased expression of Wif1 was detected by immunostaining, ELISA, western blot, and qPCR (55.2 ± 21.4%, 23.3 ± 3.9%, 100.2 ± 38.9%, and 500.0 ± 163.1% increase, respectively, Fig. 5f-i). Consistent with our findings in DISC1-Δ3 mice, WIF1 intensity was significantly increased by 111.4 ± 34.5% in the hippocampus of schizophrenia patients when compared to that in the age-matched healthy controls (Fig. 5j), which is in agreement with previous observations that WIF1 is altered in schizophrenia postmortem brains [43, 44].

Since Wif1 is a secreted factor, the overproduction of Wif1 in OPCs may affect other Wnt-dependent processes in adjacent neurons, such as synaptogenesis [45]. To address this question, we measured the activation of Wnt signaling pathway in acutely isolated neurons from P10 DISC1-Δ3 and non-CreERT wildtype mice. We found that the target genes of the non-canonical Wnt pathways [46] were downregulated in the neurons from DISC1-Δ3 mice, whereas the canonical Wnt/β-catenin pathway remains unchanged (Fig. 5k). Next, we treated primary wild-type hippocampal neurons with the synaptogenic Wnt ligand Wnt7a [47] in the presence of Wif1 protein. Wif1 treatment resulted in an 80.8 ± 10.6% reduction in the number of SYN1^+^ synaptic puncta compared to Wnt7a-treatment alone (Fig. 5l). This was accompanied by a decrease in Wnt/Ca^2+^ signaling elements: 55.9 ± 5.0% reduction in CaMK II phosphorylation and suppressed mRNA expression of non-canonical Wnt target genes (Supplementary Fig. 5j, k). Similar changes occur in neurons from DISC1-Δ3 mice, which agrees with previous studies that the canonical and non-canonical Wnt pathways regulate synaptogenesis [48–50]. Therefore, our data suggest that the overproduction of Wif1 protein from DISC1-Δ3 OPCs results in the inhibition of synaptogenesis mediated by non-canonical Wnt pathway.

### Downregulation of Wif1 rescues synaptic defects and behavioral abnormalities in DISC1-Δ3 mice

To further verify whether manipulating Wif1 expression can rescue synaptic defects and behavioral abnormalities in DISC1-Δ3 mice, we knocked down Wif1 in the DISC1-Δ3 OPCs by microinjecting Wif1 shRNA retrovirus into the hippocampus [51]. The infection efficiency was confirmed by the co-expression of retrovirus-driven GFP and the NG2^creERT^-driven tdTomato (Supplementary Fig. 6a). The infection specificity for oligodendroglial cells was validated by co-labeling of GFP^+^ with NG2^creERT^:tdTomato^+^ (82.13 ± 1.45%) and PDGFRα^+^ (45.19 ± 1.11%), but rarely with the markers of neurons (5.03 ± 0.38%), microglial cells (5.44 ± 0.67%), astrocytes (0.69 ± 0.69%), and pericytes (1.33 ± 0.67%) (Supplementary Fig. 6a), which is consistent with previous observations [51]. Western blot and ELISA showed that Wif1 knockdown decreased Wif1 protein levels in the hippocampus (Supplementary Fig. 6b, c), and improved synaptic formation by 35.4 ± 12.7%, as judged by the SYN1^+^ puncta quantification (Fig. 6a, b). However, Wif1 knockdown did not change the total number of oligodendroglial lineage cells, oligodendroglial differentiation, degree of myelination, the number of neurons or OPC morphology (Supplementary Fig. 6d–h).

**Fig. 6:**
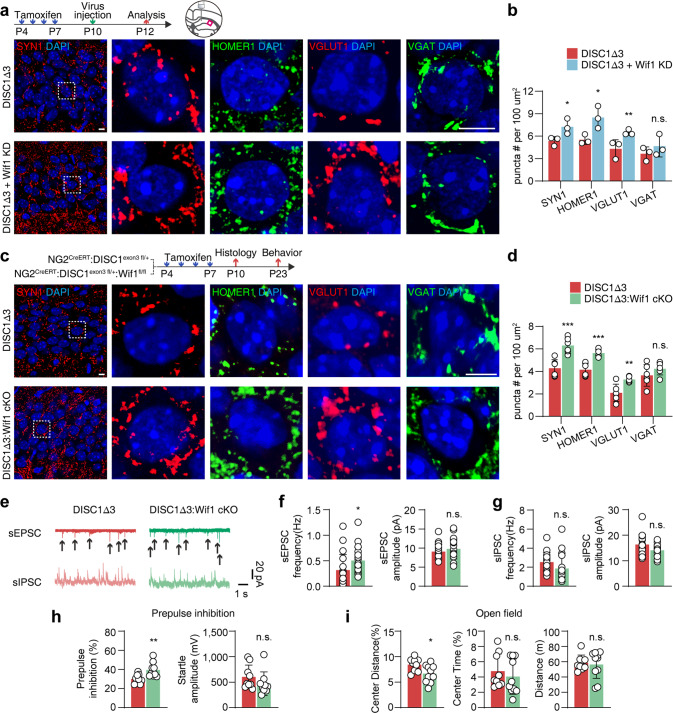
Suppressing expression of oligodendroglial Wif1 rescues synaptic loss and behavioral disorders in DISC1-Δ3 mice. **a** Staining of synaptic elements in the hippocampus of P12 DISC1-Δ3 mice with Wif1-shRNA encoded retrovirus injection. Scramble shRNA encoded retrovirus serves as control. Scale bar, 5 µm. **b** Quantification of synaptic elements in **a**. *n* = 3 mice from each genotype. **c** Staining of synaptic elements in the hippocampus of P10 Wif1 conditional KO DISC1-Δ3 Wif1 conditional KO mice. Scale bar, 5 µm. **d** Quantification of synaptic elements in **c**. *n* = 6 mice from each genotype. **e–g** Representative results of sEPSC or sIPSC recording in P10 Wif1 conditional KO DISC1-Δ3 mice. Quantification of sEPSC frequency and amplitude. *n* = 18, 19 cells from 3 mice of each genotype. Quantification of sIPSC frequency and amplitude. *n* = 18, 19 cells from 3 mice of each genotype. **h** Prepulse inhibition test of P23 Wif1 KO DISC1-Δ3 mice. *n* = 9, 10 mice of each genotype. **i** Open field test of P23 Wif1 conditional KO DISC1-Δ3 mice. *n* = 9, 10 mice of each genotype. Plots show individual data and mean ± SD; n.s. not significant, *p < 0.05, **p < 0.01, ***p < 0.001; two-sided Student’s *t*-test.

Subsequently, we conditionally knocked out Wif1 in the OPCs of DISC1-Δ3 mice (Supplementary Fig. 6i). This did not change the number, differentiation, or hypertrophic morphology of OPCs, the number of neurons (Supplementary Fig. 6j–n). However, such conditional knockout increased synaptogenesis as evidenced by a 47.1 ± 9.8% increase in SYN1^+^ puncta (Fig. 6c, d). In particular, we observed an increase in the number of vGLUT1 labeled excitatory synapses while the number of vGAT-positive inhibitory synapses remained unchanged (Fig. 6c, d). Furthermore, Wif1 knockout reversed neuronal activity alterations, as demonstrated by restored sEPSC in hippocampal neurons (Fig. 6e–g). Wif1 conditional knockout also mitigated schizophrenia-like behavioral abnormalities such as increased prepulse inhibition and decreased center distances in the open field test in DISC1-Δ3 mice, (Fig. 6h, i), suggesting an improvement in behavioral abnormalities [52].

Taken together, our results from the DISC1-Δ3 mouse model indicate that Wnt-hyperactivation in the OPCs can disrupt synapse formation and initiate the pathogenesis of schizophrenia by overproduction of Wnt inhibitor Wif1. As a result, the downregulation of Wif1 in DISC1-Δ3 OPCs restored synaptic formation and improved neuronal function.

## Discussion

We identified hypertrophic OPCs as a new histopathological signature of schizophrenic brains in both human patients and mouse model, provided compelling evidence that expression of DISC1 exon 3 splicing variant solely in OPCs is sufficient to suppress synaptogenesis, and presented a potential mechanism by which the onset of schizophrenia related to OPCs could be driven by the overproduction of Wif1, a Wnt-pathway inhibitor, in response to the hyperactivation of Wnt/β-catenin signaling in DISC1-Δ3 OPCs.

Evidence gathered previously suggests that myelin defects contribute to pathophysiology of schizophrenia [7]. However, several DTI studies on young patients showed no changes in white matter at the onset of disease [8–11]. This contradicts the current hypothesis postulating that schizophrenic phenotypes originate from myelin defects, and hints at an alternative possibility that myelin abnormalities may not be necessarily responsible for the onset of disease in young schizophrenia patients, but develop as the disease progresses [8–11]. Our in-vivo and in-vitro findings demonstrate that abnormal OPC function initiates neuronal malfunction. In particular, expression of a single gene variant DISC1-Δ3 in the OPCs is sufficient to trigger the onset of schizophrenia-related pathological changes, which may explain the results of previous imaging studies. Schizophrenia is usually diagnosed between late adolescence and early thirties [53, 54], when myelination is still ongoing [55, 56]. Any abnormal activation of Wnt/β-catenin pathway in OPCs within this age may affect their differentiation and hinder myelination [57, 58]. Indeed, our findings in schizophrenia patients and mouse model show that Wnt-signaling elements in the OPCs are hyperactive especially at the initiation of schizophrenia-like pathology in mice, suggesting that defects in myelination may follow later when disease evolves [9, 10]. Although we still lack direct evidence linking OPC hypertrophies to Wnt-signaling hyperactivation, as well as their association with DISC1-Δ3 splicing in schizophrenia patients, these early changes in OPCs, (found in both schizophrenia patients and mouse model), may either initiate or contribute to the onset of schizophrenia.

Our study further corroborates the multi-functional role of OPCs in the central nervous system (CNS). In other neurological disorders, such as multiple sclerosis, hypoxic-ischemic encephalopathy, and psychiatric diseases, OPCs not only contribute to aberrant myelin formation [39, 57], but are also involved in the regulation of blood-brain barrier integrity [42], CNS immune regulation [59, 60] and the behavioral outcomes [61, 62]. In the present study, we provided new evidence that selective enhancement of DISC1 exon 3 splicing in OPCs, disrupts the formation of vGLUT1^+^ excitatory synapse but not vGAT^+^ inhibitory synapse. This leads to excitatory/inhibitory synaptic imbalance (E/I imbalance), which significantly contributes to the pathophysiology of schizophrenia [63]. The E/I imbalance is well documented in the hippocampus of schizophrenia patients, where the excitatory synaptic elements are significantly reduced, while the inhibitory synaptic elements are less affected [64–66]. Hence, our study proposes an alternative non-cell-autonomous mechanism where OPC malfunction suppresses excitatory synaptogenesis thus contributing to pathogenesis of schizophrenia. Both excitatory and inhibitory synapses also connect neurons to OPCs [67, 68], it is tempting to examine whether the neuron-OPC synapses are also disrupted in schizophrenia in future studies.

Mechanistically, we found that DISC1-Δ3 significantly enhances the activation of Wnt/β-catenin pathway by regulating GSK3β, the Wnt/β-catenin pathway inhibitor, both directly and indirectly. The DISC1-Δ3 protein retains GSK3β binding region, and therefore can directly interact with GSK3β to suppress its Y216 residue autophosphorylation and catalytic activity [16, 35], although the underlying mechanism requires further scrutiny. On the other hand, it has been reported that GSK3β S9 can be phosphorylated by several protein kinases, such as AKT (PKB) [37, 69]. While AKT activity can be suppressed by DISC1 due to its competitive binding to Girdin, the AKT co-activator [36], we found that the AKT pathway is activated by DISC-Δ3 variant lacking the Girdin binding region, thus resulting in an indirect enhancement of GSK3β S9 phosphorylation. By analyzing both direct and indirect regulation, we provided new insights into how DISC1-Δ3 stabilizes β-catenin and promotes Wnt/β-catenin signaling in the OPCs, which may act as a starting point of schizophrenia pathogenesis. This new mechanism is in agreement with observations showing altered Wnt pathway genes such as GSK3β, WIF1, as well as AKT1 in schizophrenia postmortem brains [43, 44, 70]. Notably, manipulating Wif1 production alone improves synaptogenesis and mitigates schizophrenia-like behaviors in DISC-Δ3 mice. Consequently, DISC-Δ3 represents a perspective target for novel treatment strategies. DISC1 can also regulate neurogenesis, neurite outgrowth, and synaptic plasticity, which are all involved in the pathogenesis of schizophrenia [16, 36, 71, 72]. These processes however could also be regulated by many other factors, and hence the relative contribution of DISC1 requires further studies.

Notably, OPCs hypertrophy is not linked to the overactivation of Wnt/β-catenin pathway in DISC1-Δ3 mice, as our experiments, as well as previous studies, failed to induce such morphological change by increasing Wnt/β-catenin signaling pathway activity. Changes in OPCs morphology may be caused by DISC1 acting as a scaffolding protein, with the DISC1-Δ3 variant changing the cytoskeletal dynamics through AKT/mTOR signaling [36, 73]. Such possibility was supported by our KEGG pathway analysis. 

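Transcripts of the AKT and mTOR pathways were examined as a list of 30 genes written from general knowledge, all of which were tested. At an adjusted p under 0.05, 4 were higher and 7 lower, over all tested genes and adjusted over the list alone. Their median log2 fold change was -0.04. The median was not shifted in camera (adjusted p = 0.279, from 0.0302 to 0.453 over its alternatives), and the lowest of these came from fry, which gave a downward shift. The median was 0.04 when RPKM sums set the scaling, which raises the median of all tested genes from 0.0075 to 0.09, while camera's direction relative to the other genes stayed downward (adjusted p = 0.386). It was -0.11 without DISC1-Δ3 replicate 3. Akt1 and Akt2 (gene IDs 11651 and 11652) had log2 fold changes of 0.00 and -0.01 (standard errors 0.042 and 0.043), with adjusted p of 0.981 and 0.830 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mtor had a log2 fold change of 0.06 (adjusted p = 0.394). Pik3cg, Deptor and Pik3cd fell by 0.87, 0.73 and 0.52 on the log2 scale, and the higher genes of the list rose by at most 0.24, for Akt1s1. All 12 microglial markers were lower in the same libraries, with a median log2 fold change of -0.50. The changes of this list can therefore not be assigned to OPCs. Rptor, at -0.23 (adjusted p = 0.00471), lost the threshold when RPKM sums set the scaling and in 4 of the limma fits (adjusted p from 0.000696 to 0.111 over its alternatives). Ccdc88a (gene ID 108686), which encodes Girdin, had a log2 fold change of -0.30 (standard error 0.15, adjusted p = 0.118). Without DISC1-Δ3 replicate 3, Ccdc88a was at -0.62 (adjusted p = 2.40e-07 from that edgeR test, the lowest of its alternatives, which ran up to 0.453).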

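In Reactome, mTOR signalling had 9 of 26 genes differentially expressed (odds ratio 0.798, adjusted p = 1 from a one-sided Fisher's exact test) and PI3K AKT activation 29 of 65 (odds ratio 1.22, adjusted p = 0.627). A list of 8 genes of DISC1 partners and the driver locus had 2 higher and 1 lower, also adjusted over the list alone, and a median of -0.02, or 0.06 under the scaling by RPKM sums that raises all genes (camera adjusted p = 0.820, fry adjusted p = 0.1395). Without DISC1-Δ3 replicate 3 that median was -0.06, without DISC1-Δ3 replicate 2 it was -0.04, and without wildtype replicate 2 it was -0.01. Protein phosphorylation, on which the paper's AKT and GSK3β results rest, is not measured by these libraries.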

Alternatively, prolonged inhibition of GSK3β can cause cell hypertrophy [74]. Be it as it may, morphological changes correlate with the functional changes in OPCs, and thus OPCs hypertrophy may be used as a histological mark for early-stage schizophrenia.

In conclusion, our findings provide new evidence of the pathological potential of OPCs in the onset of schizophrenia in genetically susceptible individuals, whereas targeting Wif1 in OPCs may open a new direction in developing effective therapeutic strategies for schizophrenia.

## Methods

### Human schizophrenia tissues and immunohistochemical staining

Human schizophrenia and healthy comparable post-mortem tissue slides were provided by the National Health and Disease Human Brain Tissue Resource Center at Zhejiang University in China (S2019017). All human tissues were collected following fully informed consent by the donors via a prospective donor scheme following ethical approval by the Human Ethics committee of Zhejiang University School of Medicine (#2020–005). Cases assessed are described in Supplementary Fig. 1a. The immunohistochemical technique has been described previously [42], with some modifications. Images were captured by using VS200 Research Slide Scanner (Olympus) or Axio Imager M2 with the apotome system (Zeiss).

### Mice and behavioral tests

R26-LSL-tdTomato mice were crossed with NG2^CreERT^ mice [75] to visualize cell morphology. The DISC1 exon3-flox mice were crossed with NG2^CreERT^ mice or PLP^CreERT^ mice [76] to generate NG2^CreERT^: DISC1^exon3 fl/+^ (DISC1-Δ3) or PLP^CreERT^: DISC1^exon3 fl/+^ (DISC1-Δ3 OL) conditional knockout (cKO) mice. Wif1-flox mice were crossed with DISC1-Δ3 mice to generate NG2^CreERT^: DISC1^exon3 fl/+^: Wif1^fl/fl^ cKO mice. PDGFRα^creER^ mice [77] or Olig2^cre^ mice [78] were crossed with APC^fl/fl^ mice [79] to over-activate the Wnt pathway in OPCs. The behavioral changes of DISC1-Δ3 mice were evaluated by Prepulse inhibition test, Open field test, Cliff avoidance reaction test, Social interaction test, and Novel object recognition Test.

### Hippocampus brain slice preparation and electrophysiological recordings

Brains transverse slices (300 μm) were cut on a vibratome (Leica VT1200S) and stored in a recording solution at room temperature. For hippocampus neuron spontaneous excitatory postsynaptic currents (sEPSCs) and inhibitory postsynaptic currents (sIPSCs) recording, whole-cell patch-clamp recordings were made with borosilicate glass pipettes. Cells were visualized with infrared optics on an upright microscope (BX51WI, Olympus). A MultiClamp 700B amplifier and pCLAMP10 software were used for electrophysiology (Axon Instruments).

### Wif1 shRNA Retrovirus and Stereotaxic surgery

To silence *Wif1* expression in vivo, three shRNA sequences targeting different sites of *Wif1* mRNA were designed, and a scrambled shRNA target sequence was designed as a negative control. The shRNA sequences were inserted into the previously described retrovirus vector [51]. Using stereotaxic techniques, Wif1 shRNA Retrovirus was injected bilaterally into the hippocampus CA1 of the P10 mouse. Two days post retrovirus injection, mice were perfused with 4% buffered paraformaldehyde.

### Quantification methods

Images captured with the VS200 Research Slide Scanner and FV3000 confocal microscope were used to quantify cell numbers. To quantify positive cell numbers, cell counting was conducted on nine randomly chosen fields for each sample using an Image Pro Plus image analysis system. The number of cells in a fixed area in the CA1 region was quantified manually. To quantify the fluorescence positive area per cell, a threshold was set to include the fluorescence positive signal, followed by quantification of the area of positive signals in the region of interest; the number of positive cells in the region of interest was counted, and the positive area per cell was calculated as: positive area/the number of cells. The Sholl analysis was performed using a Fiji Sholl Analysis plugin described previously [80]. This measurement was only done for OPCs in which the cell processes were clearly seen. Quantification of synapse puncta was done using images captured by the FV3000 confocal microscope, which was then analyzed using the Fiji software. The fluorescent intensity and Western-blot positive band, the positive areas were automatically selected in image-Pro Plus 5 software. The areas of interest (AOI) were separated by setting the threshold at least two times the background.

### Statistical analysis

Statistical significance between groups was determined using the GraphPad Prism software 9.0 (GraphPad Software, San Diego, CA, USA). Data were presented as means ± standard deviation (SD). Fold changes reported in the text are (mean difference ± SEM of difference) % compared to the controls. The unpaired *t*-test was used to determine the significance between two experimental groups, while one-way analysis of variance (ANOVA) was used to determine statistical significance when comparing multiple groups. All statistical tests were two-tailed. *p*-values less than 0.05 were considered statistically significant. Significant statistical results are indicated as: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in the previous publications [42]. No sample or animal was excluded from the analysis. Transgenic mouse litters were randomly subjected to different experiment paradigm. The investigators were blinded when analyzing the data. Data distribution was assumed to be normal, but this was not formally tested. The F-test was conducted to compare the variance between the groups during statistical analysis. All experiments were performed at least 3 times, and the findings were replicated in individual mice and cell cultures in each experiment.

## Supplementary information

Supplementary information

## Data Availability

All data are available in the main text or the supplementary materials. RNA-seq data have been deposited in the NCBI GEO under the accession number GSE183341.

# Supplementary material for: Pathological oligodendrocyte precursor cells revealed in human schizophrenic brains and trigger schizophrenia-like behaviors and synaptic defects in genetic animal model
**Source:** Mol Psychiatry. 2022 Sep 21;27(12):5154–66. doi: 10.1038/s41380-022-01777-3
**Supplement:** Supplementary file 1 — Supplementary information

**Pathological oligodendrocyte precursor cells revealed in human schizophrenic brains and trigger schizophrenia-like behaviors and synaptic defects in genetic animal model**

Guangdan Yu1, 9, Yixun Su1, 2, 9, Chen Guo4, Chenju Yi2, Bin Yu1, 3, Hui Chen5, Yihui Cui4, Xiaorui Wang1, Yuxin Wang1, Xiaoying Chen1, Shouyu Wang1, Qi Wang1, 2, Xianjun Chen6, Xuelian Hu1, Feng Mei1, Alexei Verkhratsky7,8 *, Lan Xiao1, 3 *, Jianqin Niu1, 10 *

9 These authors contributed equally.

**Supplementary methods**

**Human schizophrenia tissues and immunohistochemical staining**

Human schizophrenia and healthy comparable post-mortem tissue slides were provided by the National Health and Disease Human Brain Tissue Resource Center at Zhejiang University in China (S2019017). All human tissues were collected following fully informed consent by the donors via a prospective donor scheme following ethical approval by the Human Ethics committee of Zhejiang University School of Medicine (#2020-005). Cases assessed are described in Figure S1A.

The immunohistochemical technique has been described previously; with some modifications1. Briefly, the human paraffin tissue sections were deparaffinized by immersion in fresh xylene twice for 10 min each, rehydrated with a grade descending series of ethanol concentrations, and treated with 3% H2O2 for 10 min at RT to eliminate the endogenous peroxidase. Antigen retrieval was performed in citrate buffer (pH 6.0) and microwaved at high power for 2 min. After blocking with 5% bovine serum albumin and 0.2% Triton X-100 for 1 hour at room temperature, the samples were incubated with primary antibodies: rabbit anti-NG2 (Millipore, AB5320), rabbit anti-RNF43 (Abcam, ab217787), rabbit anti-OLIG2 (Millipore, AB9610), rabbit anti-WIF1 (Abcam, ab186845) overnight at 4℃. Next, biotinylated goat anti-rabbit IgG (BOSTER, SA2002, China) was applied at 37°C for 30 min, and an additional incubation of slides in streptavidin- peroxidase complex (BOSTER, SA2002, China) was performed for 30 min at 37°C. Then, 3,3′-diaminobenzidine (Abcam, ab64238) was used for chromogenic detection. The frozen sections of human tissues were blocked with 5% bovine serum albumin and 0.2% Triton X-100 for 1 hour at room temperature, followed by being labeled with primary antibody rabbit anti-NG2 (Millipore, AB5320) overnight at 4℃. The immunoreaction was visualized by DAB. Images were captured by using VS200 Research Slide Scanner (Olympus) or Axio Imager M2 with the apotome system (Zeiss).

**Mice**

All mice were maintained on a 12 h/12 h light/dark cycle with free access to food and water. All animal procedures were conducted under institutional guidelines and protocols approved by the animal welfare and ethics committee of the third military medical university at Chongqing. The C57BL/6 wild-type mice were purchased from the university animal breeding center.

NG2CreERT mice have been described previously2. R26-LSL-tdTomato mice (The Jackson Laboratory, 007908) or mT/mG mice (The Jackson Laboratory, 007676) were crossed with the NG2CreERT mice to validate the oligodendroglial-specific targeting and to visualize cell morphology.

The DISC1 exon3-flox and Wif1-flox mice were generated de novo using the CRISPR-Cas9 system to insert loxP sites franking DISC1 exon3 and Wif1, respectively, in C57BL/6 mouse zygotes, which were then transferred to pseudo-pregnant CD1 mice at the blastocyst stage. These procedures were performed by Gempharmatech. Co., Ltd, China. The mice were then crossed with NG2CreERT mice to generate NG2CreERT: DISC1exon3 fl/+ (DISC1-Δ3) or NG2CreERT: DISC1exon3 fl/+: Wif1fl/fl conditional knockout (cKO) mice; or crossed with PLPCreERT mice3 to generate PLPCreERT: DISC1exon3 fl/+ (DISC1-Δ3 OL) cKO mice.

PDGFRαcreER mice4 or Olig2cre mice5 were crossed with APCfl/fl mice6 to over-activate the Wnt pathway in OPCs.

To induce Cre-mediated recombination, the mice were given tamoxifen (10 mg/kg, Sigma-Aldrich, T5648) force-fed for 4 consecutive days (P4-P7) or 6 consecutive days (P40-P45).

**Behavioral Tests**

Prepulse inhibition test: the acoustic startle response was measured with automated startle chambers (MED ASSOCIATES, INC, MED-ASR-PRO1) as previously described7. Briefly, each test began with a habituation phase (10 min with a constant 65 dB background noise), Startle responses to a 120 dB auditory stimulus were measured for a period of 40 ms. The test session consisted of 45 trials with no stimulus (background white noise only), 120 dB pulse of 40 ms duration, or 120 dB pulse preceded 40 ms by a 75 dB pulses of 20 ms in duration. Trials were given in random order with variable intervals (20–60 s) between each trial. Percentage of prepulse inhibition (%PPI) was calculated as %PPI = 100 × [(pulse alone score) − (prepulse + pulse score)] ∕ pulse alone score.

Open field test: The open field test was performed to determine locomotor activity and anxiety-like behavior, mice were placed in the center of an open field box (50 × 50 × 50 cm) (Biowill, Shanghai, China), and their activity was recorded for 20 min. The time and distances traveled in the center zone, as well as the total distances traveled, were measured.

Cliff avoidance reaction test: This test was performed to evaluate the impulsive behavior as described previously8. A round platform (diameter of 16 cm; thickness of 2 cm) was set up at the height of 50 cm, and each mouse was then gently placed on the platform and the duration (20 min) that it remained on the platform was recorded.

Social interaction test: The test was performed as described previously9. Briefly, the test was divided into two phases, each of which lasted 10 min. In the ﬁrst phase, the test mice were placed in the middle of the box and allowed to move freely in the chamber for 10 min while two empty wire cages were placed in the left and right of the chamber. In the second phase, a C57BL/6J stranger mouse that had never been exposed to the test mice was placed in one wire cage, the test mouse was allowed to freely explore the chamber for 10 min. To determine whether the mouse was susceptible or resilient, the time spent in the interaction zone and the time spent in the no interaction zone were recorded.

Novel object recognition Test: The experimental apparatus was an open-field chamber (25 cm × 25 cm × 40 cm). Mice were individually habituated in the empty chamber for 2 days (5 min per day) before testing. During the test, two identical objects were placed into the chamber and the mice were allowed to explore freely for 5 min. Two hours later, one of the objects was replaced by a novel object, the mouse was re-introduced into the apparatus and recorded 5min, a ratio of the amount of time spent in exploring the novel object over the total time spent in exploring both objects was measured.

**Hippocampus brain slice preparation and electrophysiological recordings**

The method has been described previously10. Animals were rendered unconscious by 4% isoflurane in the air. Brains were removed and placed for 30s in an ice-cold and oxygenated artificial ACSF containing 125 mM NaCl, 2.5 mM KCl, 25 mM NaHCO3, 1.25 mM NaH2PO4, 1 mM MgCl2, 1 mM CaCl2, 25 mM glucose, 1 mM sodium pyruvate and continuously gassed with 95% O2 and 5% CO2. Transverse slices (300 μm) were cut on a vibratome (Leica VT1200S), incubated in ACSF at 32℃ with oxygenated (95% O2 and 5% CO2) at least 30 min and stored in a recording solution at room temperature. For hippocampus neuron spontaneous excitatory postsynaptic currents (sEPSCs) and inhibitory postsynaptic currents (sIPSCs) recording, whole-cell patch-clamp recordings were made with borosilicate glass pipettes (PC-100, Narishige; 5-6 MΩ) in voltage-clamp mode and at the holding potential (HP) of –70 mV (sEPSC) and 0mV (sIPSC). Recording pipettes were filled with internal solution of the following composition (mM): 125 mM Cs-methane sulphonate, 8 mM NaCl, 2 mM Mg-ATP, 0.3 mM Na3-GTP, 0.3 mM EGTA, 10 mM HEPES and 10 mM Na-phosphocreatine (pH = 7.25). Cells were visualized with infrared optics on an upright microscope (BX51WI, Olympus). A MultiClamp 700B amplifier and pCLAMP10 software were used for electrophysiology (Axon Instruments).

**Primary cell cultures**

OPCs and other brain cell types were isolated from cerebral hemispheres of P7 mouse pups by immunopanning as previously described11. Immunopanning antibodies used were: OPC, Pdgfrα antibody (Abcam, ab96569); microglia, CD45 antibody (BD Pharmingen™, ab550539); astrocyte, Integrin beta 5 antibody (eBioscience, 14-0497-82); neuron, p75 NGF receptor antibody (Abcam, ab52987).

These purified mouse OPCs were cultured in poly-D-lysine-coated 10 cm dishes or 24-well plates with coverslips for experiments. In the OPC culture medium, PDGF-AA (10ng/ml, Peprotech, 100-13A) was used to stimulate OPC proliferation and was removed from the culture medium to induce OPC differentiation. The cells on coverslips were fixed for immunostaining, proteins were collected for Western blot. The purified mouse OPCs were cultured for 4 days for cultured medium collection. The collected medium was filtered with a 0.22 µm filter (Millipore), then collected as the conditioned medium for downstream experiments or stored at -80℃.

For primary neuronal culture, mouse hippocampal neurons were isolated from E15-17 mouse embryos. Cells were resuspended in Neurobasal medium with B27, GlutaMax, and 1 mM HEPES, supplemented with 10% FBS, filtered through a 70 µm cell strainer, and plated onto poly-L-lysine coated coverslips. The medium was replaced with neuron culture medium the next day, and AraC (10 µM) was added to the cell culture to kill proliferating cells on day 2, and then replaced with neuron culture medium again on day 3.

For OPC-neuron co-culture, the purified OPCs were seeded onto primary neurons in 24-well plates on day 9 and maintained in OPC-neuron culture medium (50% neuron culture medium and 50% OPC medium without PDGF-AA).

For neuron treatments, Wnt7a (100ng/ml, Peprotech, 120-31), Wif1 (1ug/ml, Abcam, ab208465), or Wnt7a with Wif1 were used to incubate with primary cultured neurons in 24-well plates on day 9 for 24 hours. PBS treatment was used as the control. To test the effects of OPC-conditioned medium on neurons, primary cultured neurons were treated with conditioned medium (25% fresh medium+ 75% conditioned medium) for 24 hours.

**Fluorescence-activated cell sorting (FACS)**

Isolation of pericytes from mouse brain was conducted using FACS as described previously with minor modification 12. Briefly, isolated mouse brains were minced and digested by collagenase and dispase. Tissue was then triturated, and the resulting suspension was loaded onto 22% Percoll, followed by centrifugation to remove myelin and other debris. Cells recovered from the pellet were subjected to immunolabelling with the following antibodies: PerCP/Cyanine5.5 anti-mouse CD45 (Biolegend, 103132), FITC anti-mouse CD31(Biolegend, 102405), APC anti-mouse CD140b (Biolegend, 136008). Immunolabeled cells were then subjected to FACS to obtain CD140b+ CD31- CD45- pericytes.

**Immunohistochemistry**

The method has been described previously1. Primary antibodies used were: Rabbit anti-NeuN (Abcam, ab177487), Rabbit anti-c-Fos (CST, 2250S), Rabbit anti-BLBP (Abcam, ab32423), Rabbit anti-NG2 (Millipore, MAB5320), Rat anti-PDGFRα (BD Biosciences, 558774), Rabbit anti-Olig2 (Millipore, AB9610), Mouse anti-CC1 (Millipore, OP80), Rat anti-MBP (Millipore, MAB386), Rabbit anti-Iba1 (Wako, 019-19741), Rabbit anti-Ki67 (Thermo, MA514520), Goat anti-GFP (Abcam, ab5450), Rat anti-PDGFRβ (Invitrogen, 14-1402-81), Rabbit anti-Synapsin1 (CST, #5297), Rabbit anti-Homer1(Synaptic Systems,#160003), Mouse anti-Vgat (Millipore,#AB5062P), Guinea pig anti-VGLUT1 (Millipore, #AB5905), Chicken anti-MAP2 (Millipore, AB5543), Lectin (Vector Laboratories, Inc. DL-1174), Mouse anti-Fibrinogen (Abcam, ab58207). Images were captured using VS200 Research Slide Scanner (Olympus), FV3000 confocal microscope (Olympus), SpinSR confocal microscope (Olympus), or Axio Imager M2 with the apotome system (Zeiss).

**RNA-seq**

RNA-seq experiments were performed on freshly isolated OPCs from the DISC1-Δ3 and WT mice at P7. OPCs were isolated by immunopanning as described previously11. RNA was extracted from the isolated cells by Trizol (Thermo) according to the manufacturer’s protocol. RNA-seq was performed by the Beijing Genomics Institute (BGI). Differential expression analysis was performed using DESeq2.

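DESeq2 was also run on the rounded counts of the 13792 tested genes, a choice made after seeing the data. It gave 4600 genes at an adjusted p under 0.05 (2229 higher, 2371 lower), of which 4595 were also called by edgeR. Without the RPKM filter, DESeq2 called 4476 genes among 18169.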

**ELISA**

To examine the concentrations of Wif1 proteins in brain lysates, mouse Wif1 Elisa Kit (CUSABIO, CSB-EL026113MO) was used according to the manufacturer’s instructions. The OD values were determined by measuring the absorbance at 450 nm using a microplate reader (Bio-RAD, Model 680). Independent experiments were performed in triplicates.

**RT-qPCR**

Total RNA was isolated by TRIZOL® combined with the RNeasy Plus Mini Kit (Qiagen, 74134) according to the manufacturer’s protocol. cDNA was synthesized from 1 μg of total RNA. Quantitative polymerase chain reaction (qPCR) was performed with the Real-time PCR Detection System (Roche) and FastStart Universal SYBR® Green Master (Roche, 04913850001). RT-qPCR primer sequences for DISC1 variant expression analyses were listed as follows: DISC1 full (forward 5′-GAGGATGGCGATTACGATACTG-3′, reverse 5′-AGAGCAGGTTGCTGTGAAG-3′, span from exon3 to exon4); DISC1-Δ3 (forward 5′-GAGCAGAGACATTGAGACAGAG-3′, reverse 5′-CTGCCAGGTAACCCAAGAA-3′, span from exon2 to exon 2-exon4 boundary); DISC1-Δ7/8 (forward 5′-CAGGAGGAAGCTGCTTCTCC-3′, reverse 5′-CAGGAACATCTCTAGCCCTTC-3′, span from exon5 to exon6-exon9 boundary).

**Western blot**

To determine the protein expression pattern of DISC1, Wif1, p-GSK-3β, GSK-3β, p-β-catenin, and β-catenin in OPCs and brain tissue, western blot analysis was performed. Briefly, 40-80 μg of protein were separated by 10% SDS-PAGE and then electrophoretically transferred to nitrocellulose membrane. Membranes were probed by antibodies including rabbit anti-DISC1 (Abcam, ab192258), rabbit anti-Wif1 (Abcam, ab155101), mouse anti-p-GSK-3β (Ser9) (CST, #14630), rabbit anti-GSK-3β (CST, #9315), rabbit anti- p-β-catenin (Ser33/37/Thr41) (CST, #9561), rabbit anti-β-catenin (CST, #8480), rabbit anti-p-SAPK/JNK (Thr183/Tyr185) (CST, #4668), rabbit anti-SAPK/JNK (CST, #9252), rabbit anti-p-CaMKII(Thr286) (CST, #12716), rabbit anti-CaMKll alpha (Abcam, ab92332) and mouse anti-β-actin (Beyotime, AF0003). Protein bands were visualized by chemiluminescence (ECL Plus, GE Healthcare) after incubation with HRP-conjugated secondary antibodies. Images were captured by ChampChemi 610 Chemiluminescence Imaging System (Beijing Sage Creation, China). Protein band intensity was analyzed using the Image Pro Plus software.

**Wif1 shRNA Retrovirus and Stereotaxic surgery**

To silence Wif1 expression in vivo, three [shRNA](https://www.sciencedirect.com/topics/neuroscience/small-hairpin-rna) sequences targeting different sites of Wif1 mRNA were designed, and a scrambled shRNA target sequence was designed as a negative control. The target sequences were: shRNA1, CCAACTGTCAATGTCCCTT; shRNA2, GCTCAACCACCTGCTTTAA; shRNA3, GGGATCCACCTGAATCCAA. The shRNA sequences were inserted into the previously described retrovirus vector13. Using stereotaxic techniques, pROV-U6-shRNA1(Wif1)-EF1A(S)-EGFP-3Flag [pROV-U6-shRNA (Scramble)-EF1A(S)-EGFP-3Flag as negative control] was injected bilaterally into the hippocampus CA1 of the P10 mouse at the following coordinates: 1.5 mm posterior to bregma, 0.8 mm from the midline and 1.8mm ventral to the surface of the skull. The total volume injected was 1 μL (1.5e5 TU). The needle was left in place for an additional 10 min after injection. Two days post retrovirus injection, mice were perfused with 4% buffered paraformaldehyde.

**References**

1. Niu J, Tsai HH, Hoi KK, Huang N, Yu G, Kim K *et al.* Aberrant oligodendroglial-vascular interactions disrupt the blood-brain barrier, triggering CNS inflammation. *Nature neuroscience* 2019; **22**(5)**:** 709-718.

2. Zhu X, Hill RA, Dietrich D, Komitova M, Suzuki R, Nishiyama A. Age-dependent fate and lineage restriction of single NG2 cells. *Development (Cambridge, England)* 2011; **138**(4)**:** 745-753.

3. Doerflinger NH, Macklin WB, Popko B. Inducible site-specific recombination in myelinating cells. *Genesis (New York, NY : 2000)* 2003; **35**(1)**:** 63-72.

4. Kang SH, Fukaya M, Yang JK, Rothstein JD, Bergles DE. NG2+ CNS glial progenitors remain committed to the oligodendrocyte lineage in postnatal life and following neurodegeneration. *Neuron* 2010; **68**(4)**:** 668-681.

5. Schüller U, Heine VM, Mao J, Kho AT, Dillon AK, Han YG *et al.* Acquisition of granule neuron precursor identity is a critical determinant of progenitor cell competence to form Shh-induced medulloblastoma. *Cancer cell* 2008; **14**(2)**:** 123-134.

6. Robanus-Maandag EC, Koelink PJ, Breukel C, Salvatori DC, Jagmohan-Changur SC, Bosch CA *et al.* A new conditional Apc-mutant mouse model for colorectal cancer. *Carcinogenesis* 2010; **31**(5)**:** 946-952.

7. Willott JF, Carlson S, Chen H. Prepulse inhibition of the startle response in mice: relationship to hearing loss and auditory system plasticity. *Behav Neurosci* 1994; **108**(4)**:** 703-713.

8. Yamashita M, Sakakibara Y, Hall FS, Numachi Y, Yoshida S, Kobayashi H *et al.* Impaired cliff avoidance reaction in dopamine transporter knockout mice. *Psychopharmacology (Berl)* 2013; **227**(4)**:** 741-749.

9. Han QQ, Yang L, Huang HJ, Wang YL, Yu R, Wang J *et al.* Differential GR Expression and Translocation in the Hippocampus Mediates Susceptibility vs. Resilience to Chronic Social Defeat Stress. *Frontiers in neuroscience* 2017; **11:** 287.

10. Yang Y, Cui Y, Sang K, Dong Y, Ni Z, Ma S *et al.* Ketamine blocks bursting in the lateral habenula to rapidly relieve depression. *Nature* 2018; **554**(7692)**:** 317-322.

11. Zhang Y, Chen K, Sloan SA, Bennett ML, Scholze AR, O'Keeffe S *et al.* An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. *J Neurosci* 2014; **34**(36)**:** 11929-11947.

12. Crouch EE, Doetsch F. FACS isolation of endothelial cells and pericytes from mouse brain microregions. *Nat Protoc* 2018; **13**(4)**:** 738-751.

13. Chen TJ, Kula B, Nagy B, Barzan R, Gall A, Ehrlich I *et al.* In Vivo Regulation of Oligodendrocyte Precursor Cell Proliferation and Differentiation by the AMPA-Receptor Subunit GluA2. *Cell Rep* 2018; **25**(4)**:** 852-861 e857.

**Supplementary figures**

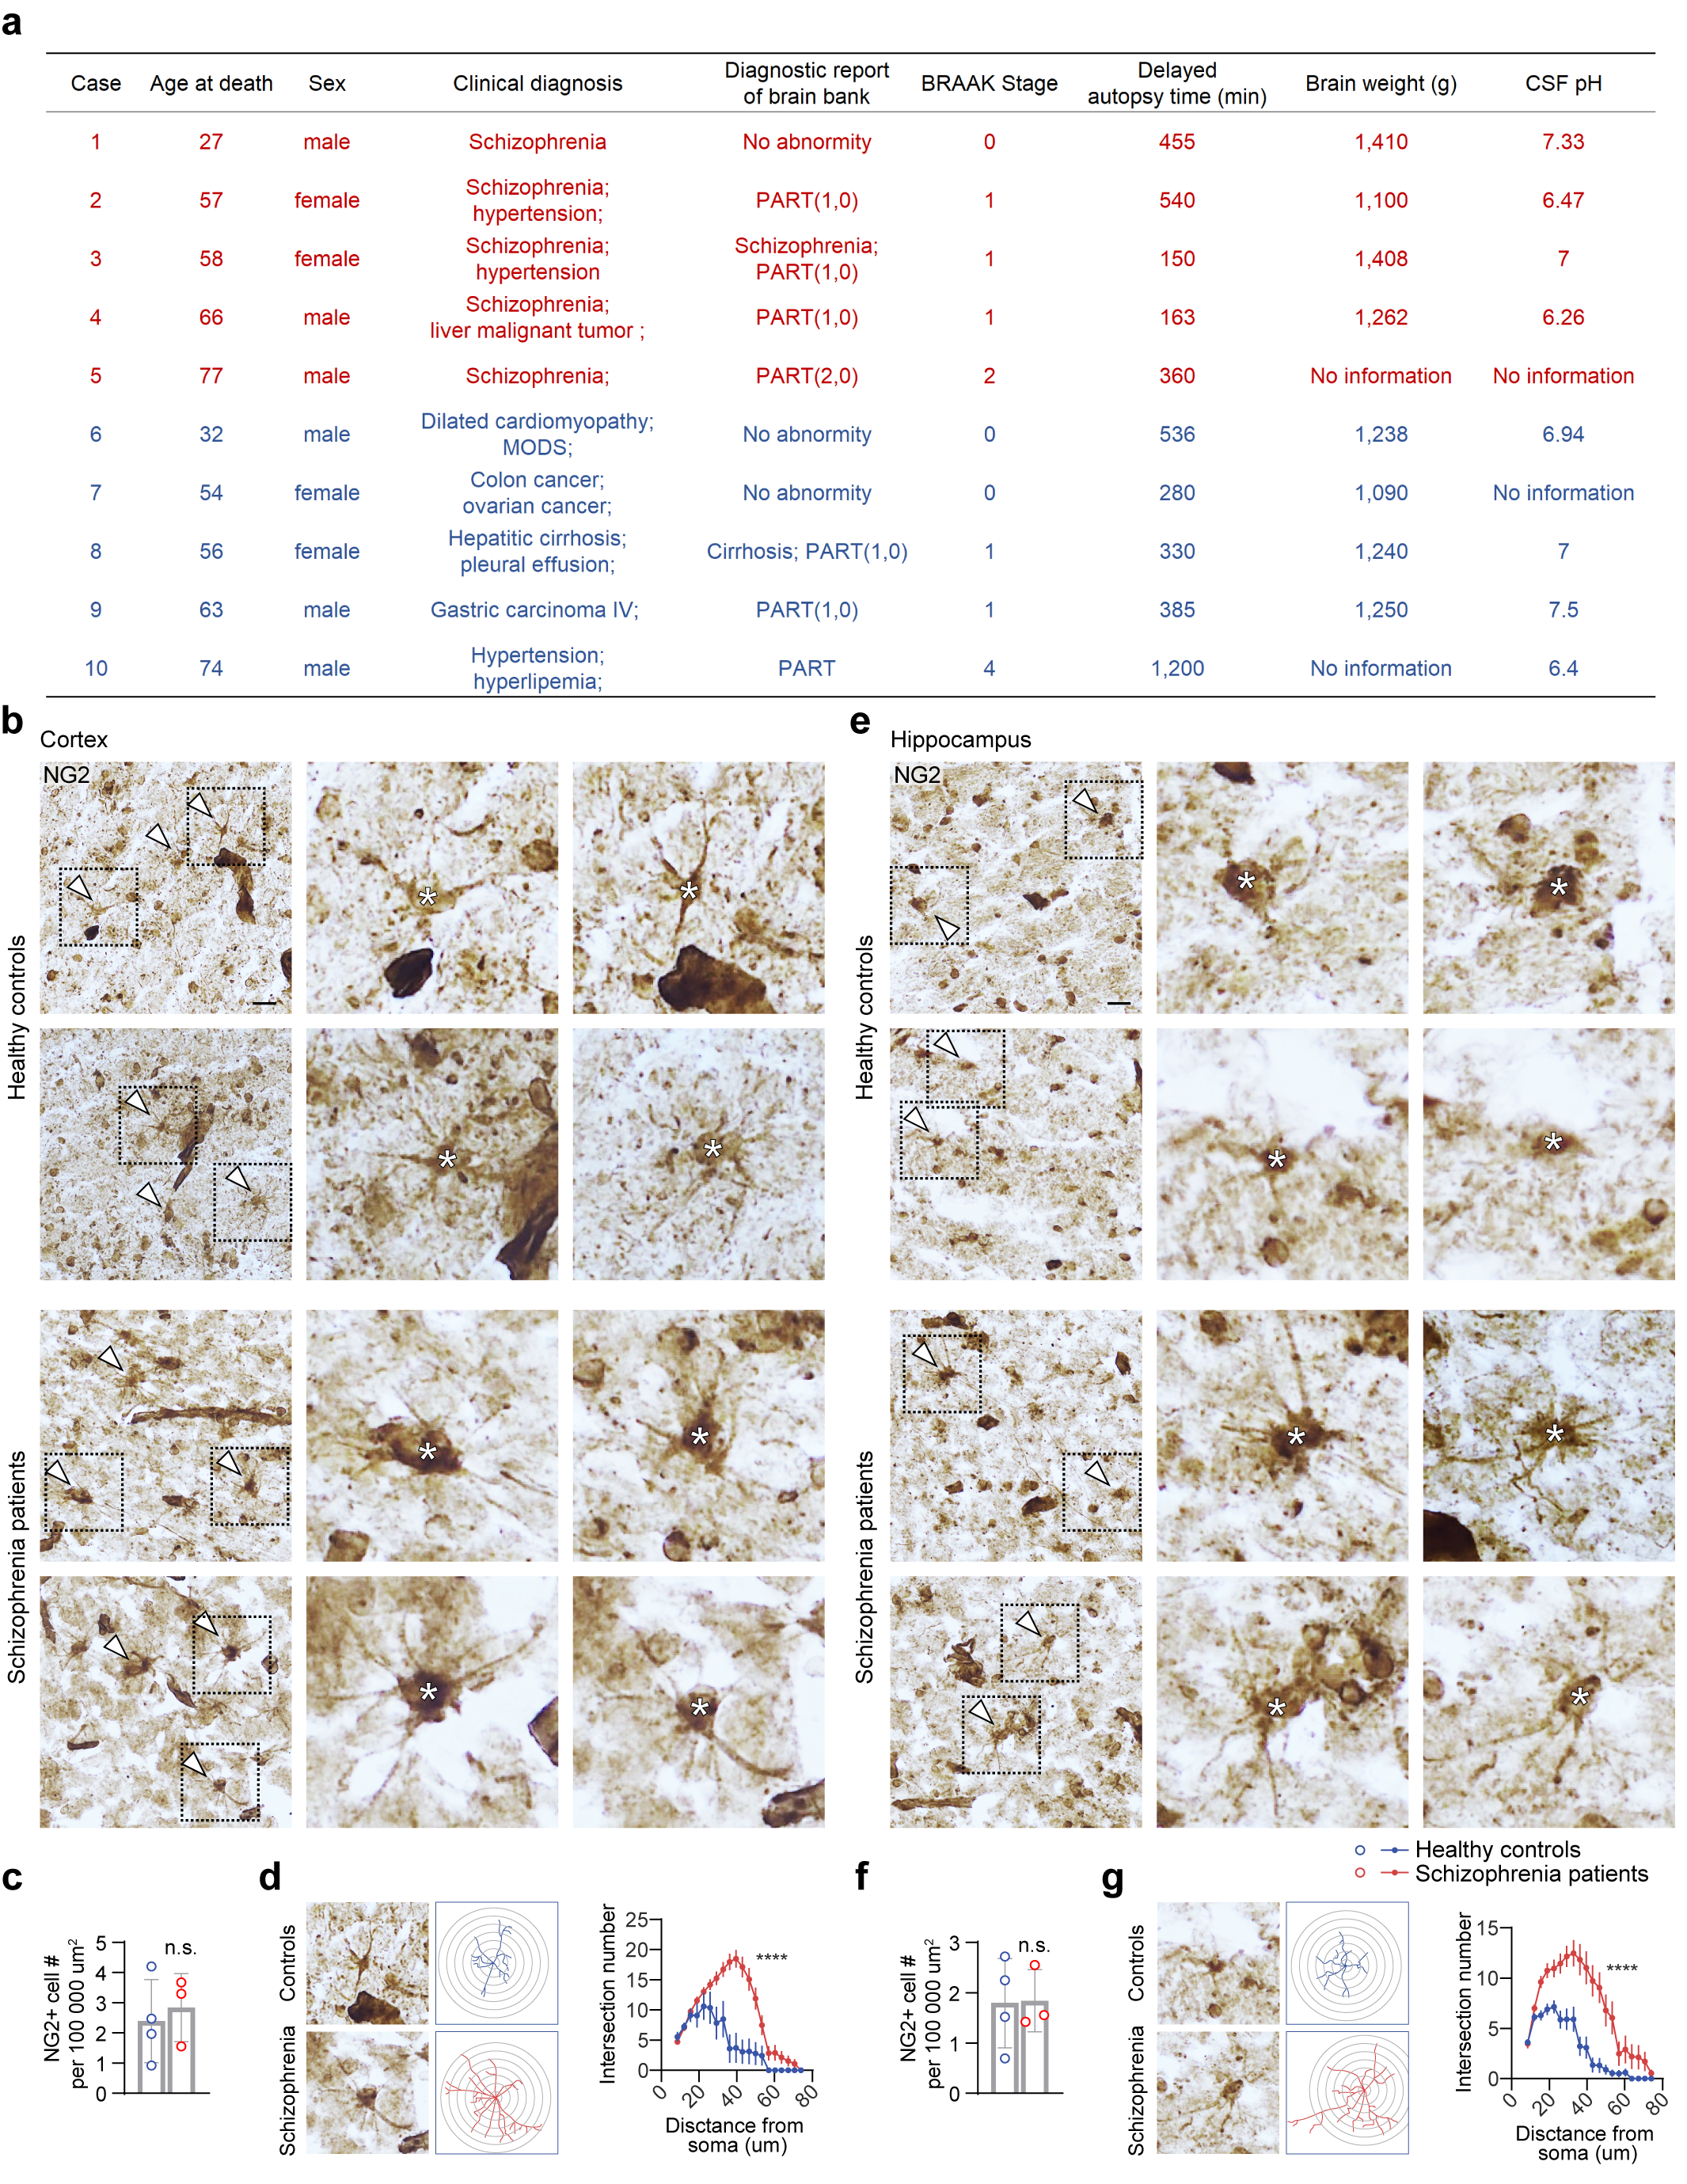

**Supplementary figure 1. Hypertrophic OPCs in schizophrenia patients. a** Information of human samples. Schizophrenia patients are labeled in red letters, and controls in blue. **b** Immunohistochemistry of NG2 in the frozen cortical sections of healthy controls and schizophrenia patients. Arrowheads and asterisks highlight NG2+ OPCs. **c** Quantification of NG2+ OPC number in the cortex. **d** Sholl analysis of NG2+ OPC in the cortex. **e** Immunohistochemistry of NG2 in the frozen hippocampal sections of healthy controls and schizophrenia patients. Arrowheads and asterisks highlight NG2+ OPCs. **f** Quantification of NG2+ OPC number in the hippocampus. **g** Sholl analysis of NG2+ OPC in the hippocampus. Plots show individual data and mean ± SD, or mean ± SEM in Sholl analysis results. n.s., not significant, ****p < 0.0001; two-sided Student’s t-test, or two-way ANOVA for Sholl analysis.

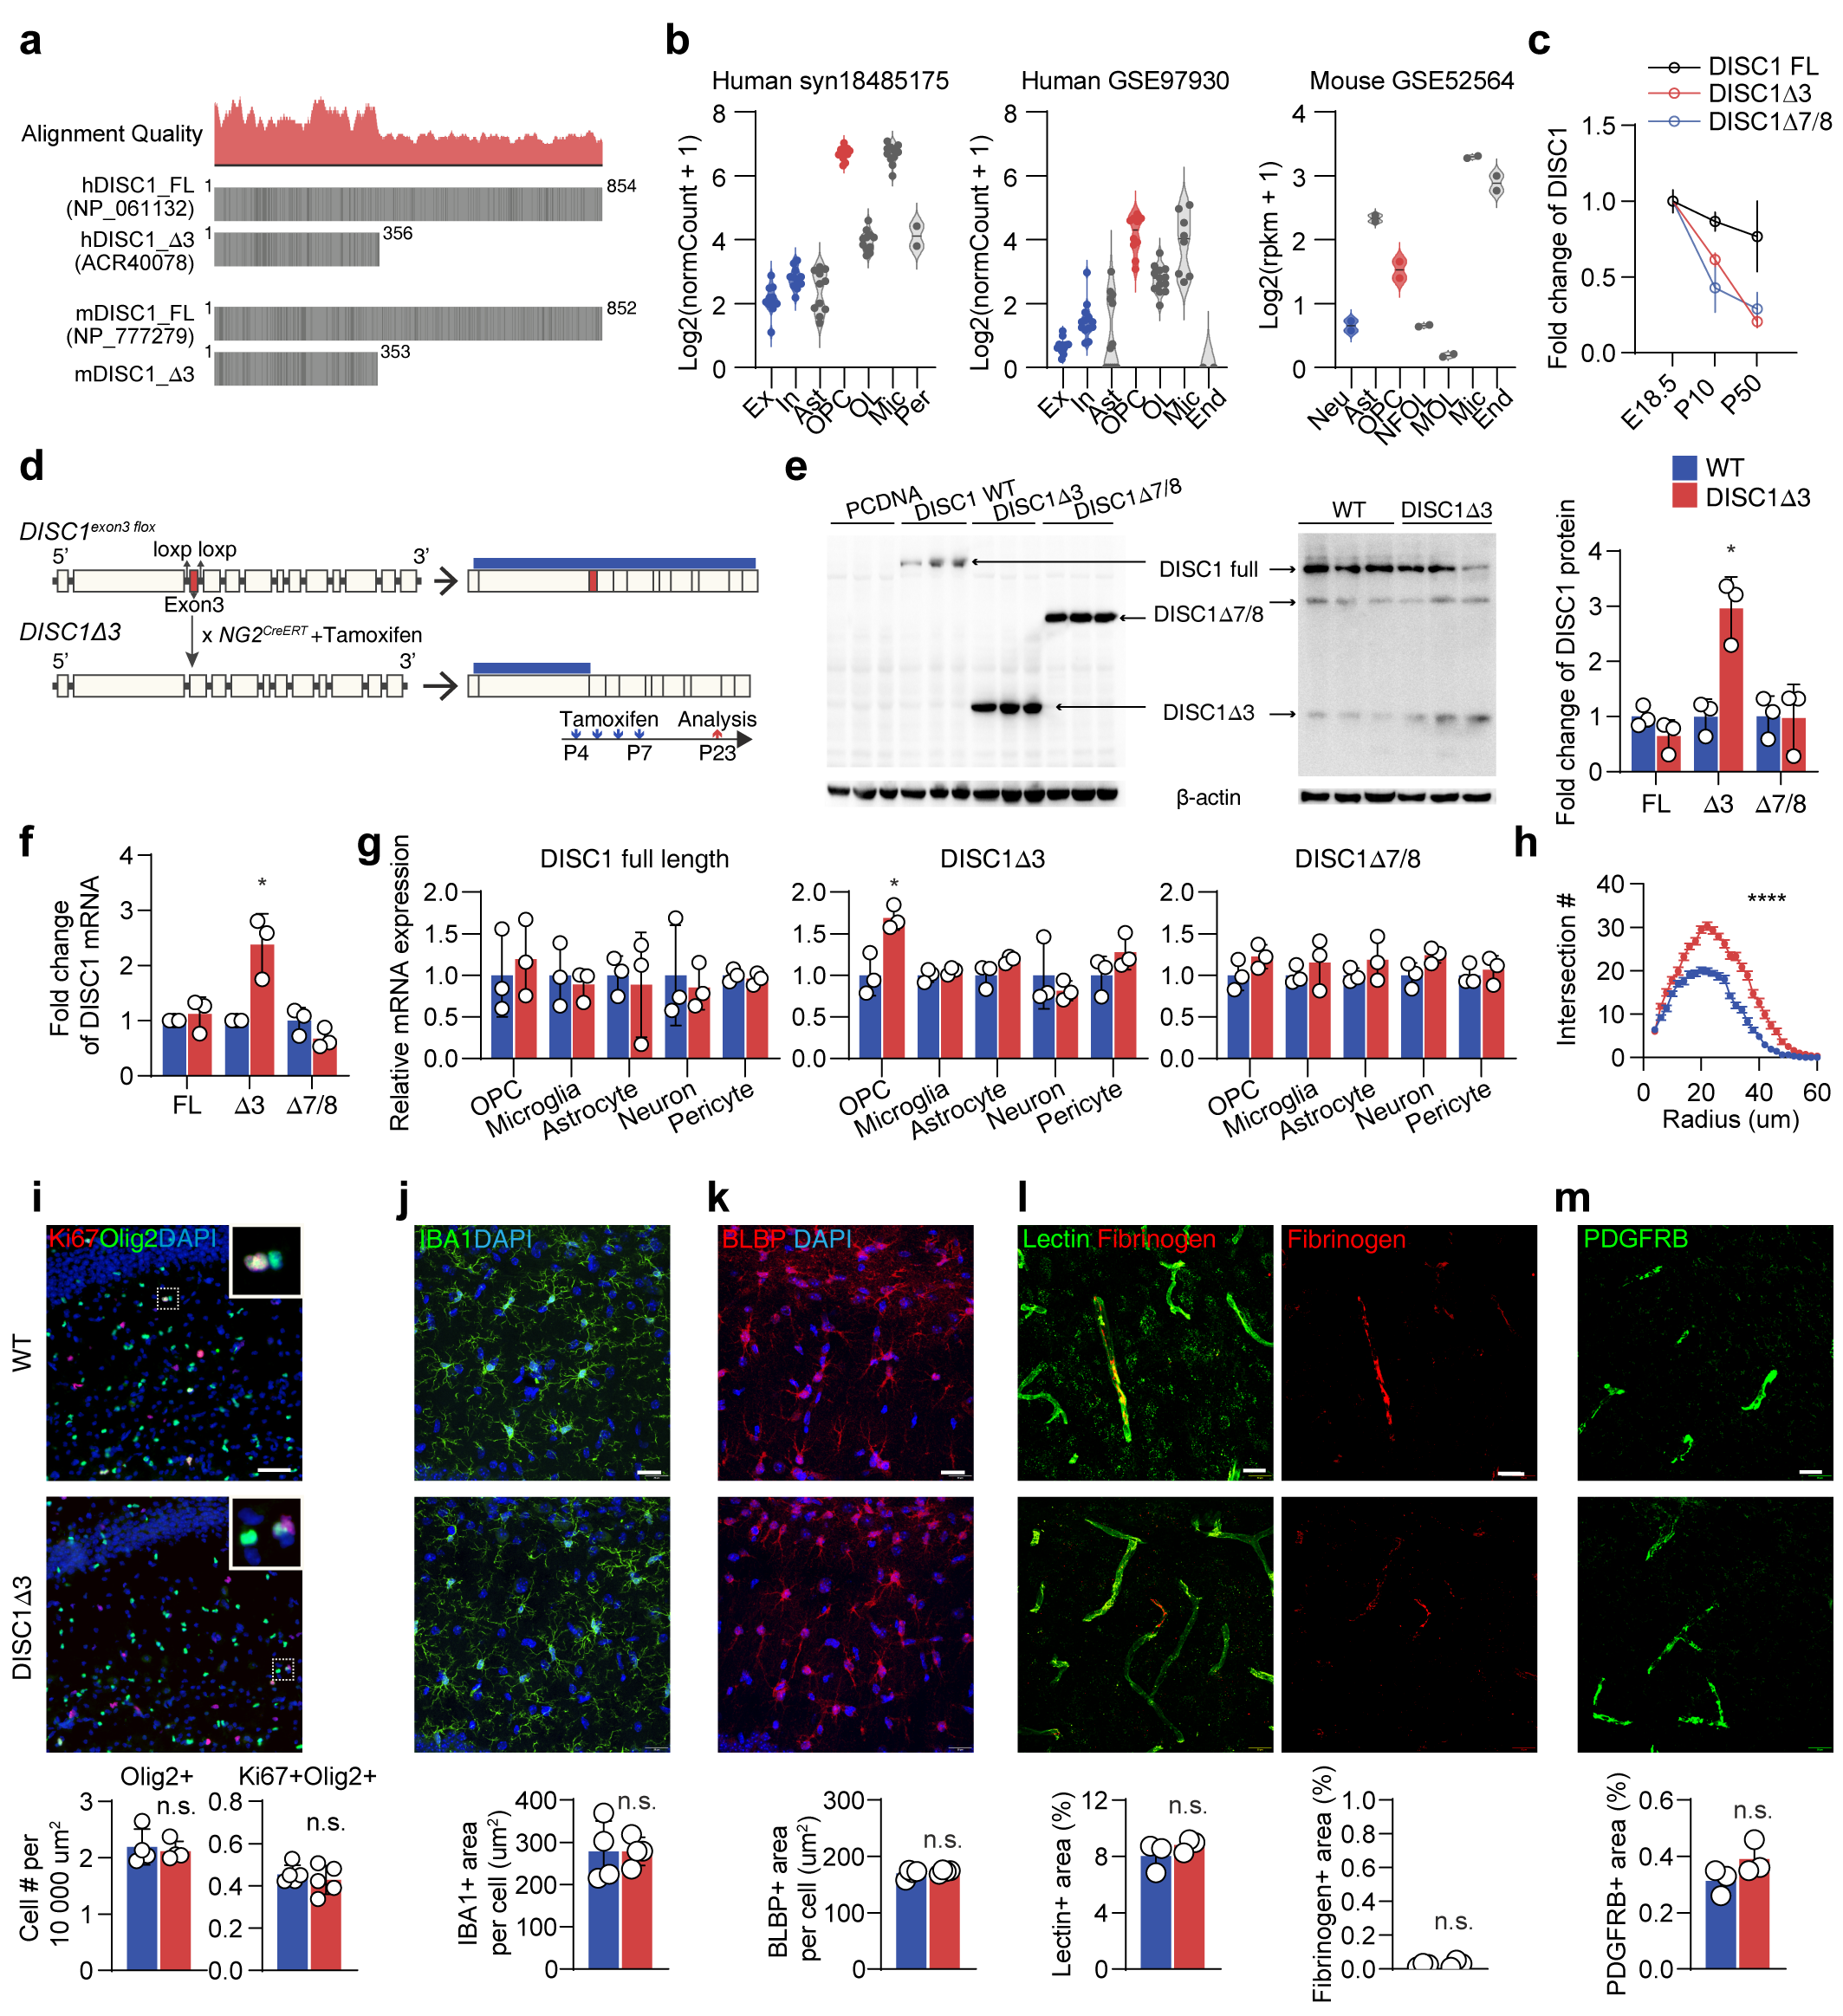

**Supplementary figure 2.** **The characteristics of DISC1 mRNA expression and abnormalities of other cell types in DISC1-Δ3 mice. a** Human and mouse DISC1 (full length and Δ3 variant) protein sequence alignment using ClusterW shows high homology. Human and mouse DISC1-Δ3 results in premature translation termination at the same site. Dark lines highlight mismatched amino acid residues. **b** Single-cell RNAseq analysis of DISC1 expression pattern in human and mouse. Ex, excitatory neuron; In, inhibitory neuron; Ast, astrocyte; OPC, oligodendrocyte precursor cell; OL, oligodendrocyte; Mic, microglia; Per, pericyte; End, endothelium; Neu, neuron; NFOL, newly-formed oligodendrocyte; MOL, mature oligodendrocyte. Blue color: neurons and red color: OPCs. **c** Expression of DISC1 splice variants at different stages in wildtype mice (E18.5, p10, p50). n = 3 mice from each timepoint. **d** DISC1 exon 3 deletion induced by tamoxifen (TAM) in NG2CreERT:Disc1exon3 flox mice results in premature termination (blue lines highlight the coding region). Mice treated with TAM from P4 to P7 were subjected to analysis from P23. **e** Western blot of DISC1 splice variants expression in DISC1-Δ3 mouse brain tissues, showing that expression of DISC1-Δ3 was upregulated in our mouse model, while that of full length (FL) DISC1 or DISC1-Δ7/8 variant was unaltered. n = 3 mice. The left western blot of DISC1 in different DISC1 splice variants overexpressing 293T cells in order to verify the size of protein products of different variants in WT and DISC1-Δ3 mouse brain tissues. **f** RT-PCR of DISC1 splice variants expression in DISC1-Δ3 mouse brain tissues, showing that expression of DISC1-Δ3 was upregulated in our mouse model, while that of full length (FL) DISC1 or DISC1-Δ7/8 variant was unaltered. n = 3 mice. **g** RT-qPCR of DISC1 full length and splice variants expression in acutely isolated OPC, microglia, astrocyte, neuron and pericyte. n = 3 mice. **h** Sholl analysis of PDGFRα staining in WT and DISC1-Δ3 mice at P25. n = 30 cells from 4 mice. error bar: SEM. **i** Staining of Ki67/Olig2 in brain slice of DISC1-Δ3 mice at P25 and quantification of Olig2 in the hippocampus. Scale bar: 50 µm. n = 4 mice. Quantification of Ki67+ Olig2+ cell number in the hippocampus. n = 5 mice. **j** Staining of microglia (IBA1) and quantification of IBA1+ area in hippocampus. Scale bar, 20 µm. n = 4 mice. **k** Staining of astrocytes (BLBP) and quantification of BLBP+ area. Scale bar, 20 µm. n = 4 mice. **l** Staining of vasculature (Lectin and Fibrinogen), quantification of Lectin+ area, and quantification of Fibrinogen+ area outside of vessels. Scale bar, 20 µm. n = 3 mice. **m** Staining of pericytes (PDGFRβ) and quantification of PDGFRβ+ area. Scale bar, 20 µm. n = 3 mice. Plots show individual data and mean ± SD, n.s., not significant; *p < 0.05, ****p<0.0001; two-sided Student’s t-test, or two-way ANOVA for sholl analysis.

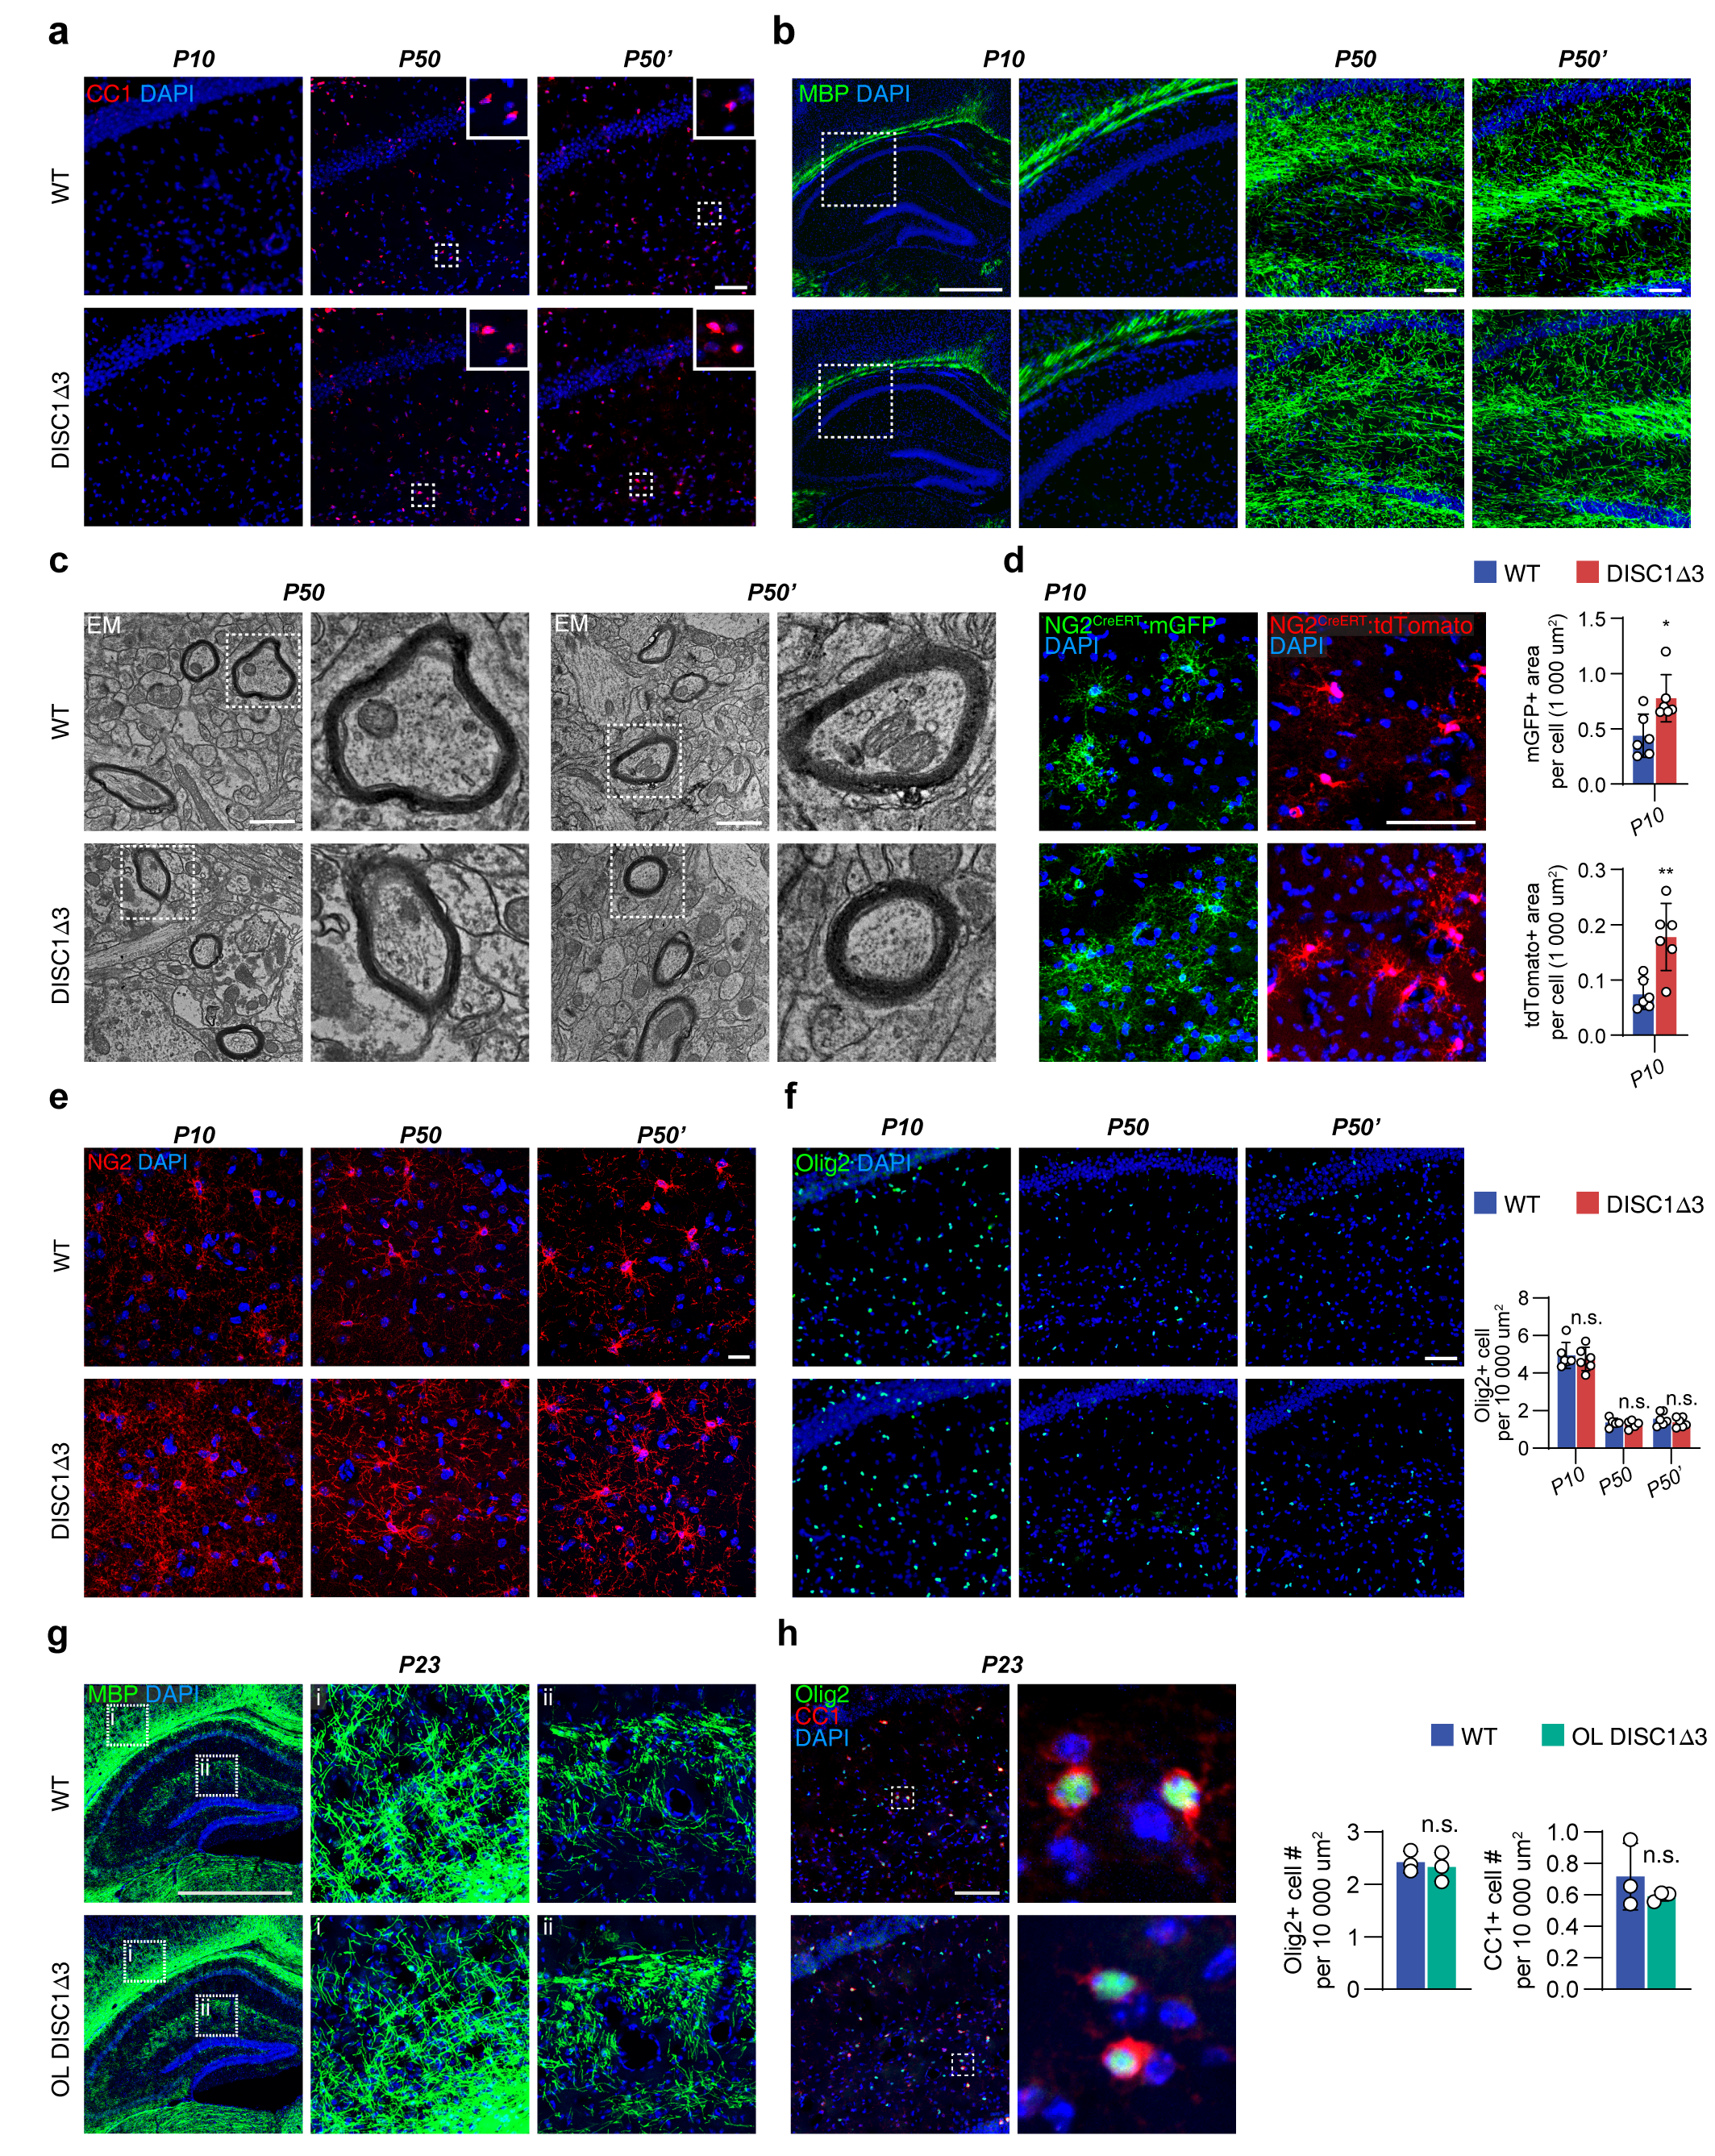

**Supplememtary figure 3. Neither oligodendrocyte maturation nor myelination was altered in different experimental settings. a** Staining of CC1 in DISC1-Δ3 mice in three different experiment setups. Scale bar, 50 µm. **b** Staining of MBP. Scale bar, 500 µm and 50 µm. **c** Electron microscopy image in hippocampus sections of the second and the third setups. Scale bar, 1 µm. **d** Imaging of hippocampal section of NG2CreERT:mT/mG or NG2CreERT:tdTomato mice in the first setups. Scale bar, 50 µm. Right panel, quantification of GFP+ or tdTomato+ area per cell in P10 NG2CreERT:mT/mG or NG2CreERT:tdTomato mice. n = 6 mice. **e** Immunostaining of NG2 in three different experiment setups. Scale bar, 10 µm. **f** Staining of Olig2 and quantification of Olig2+ cell number in the hippocampus. Scale bar, 50 µm. n = 5 or 6 mice. **g** Staining of MBP in OL DISC1-Δ3 mice. Region i and ii are enlarged at the right side, showing no myelin deficit in OL DISC1-Δ3 mice at P23. **h** Staining and quantification of Olig2 and CC1 in OL DISC1-Δ3 mice. Plots show individual data and mean ± SD, *p<0.05, **p<0.01, n.s., not significant; two-sided Student’s t-test.

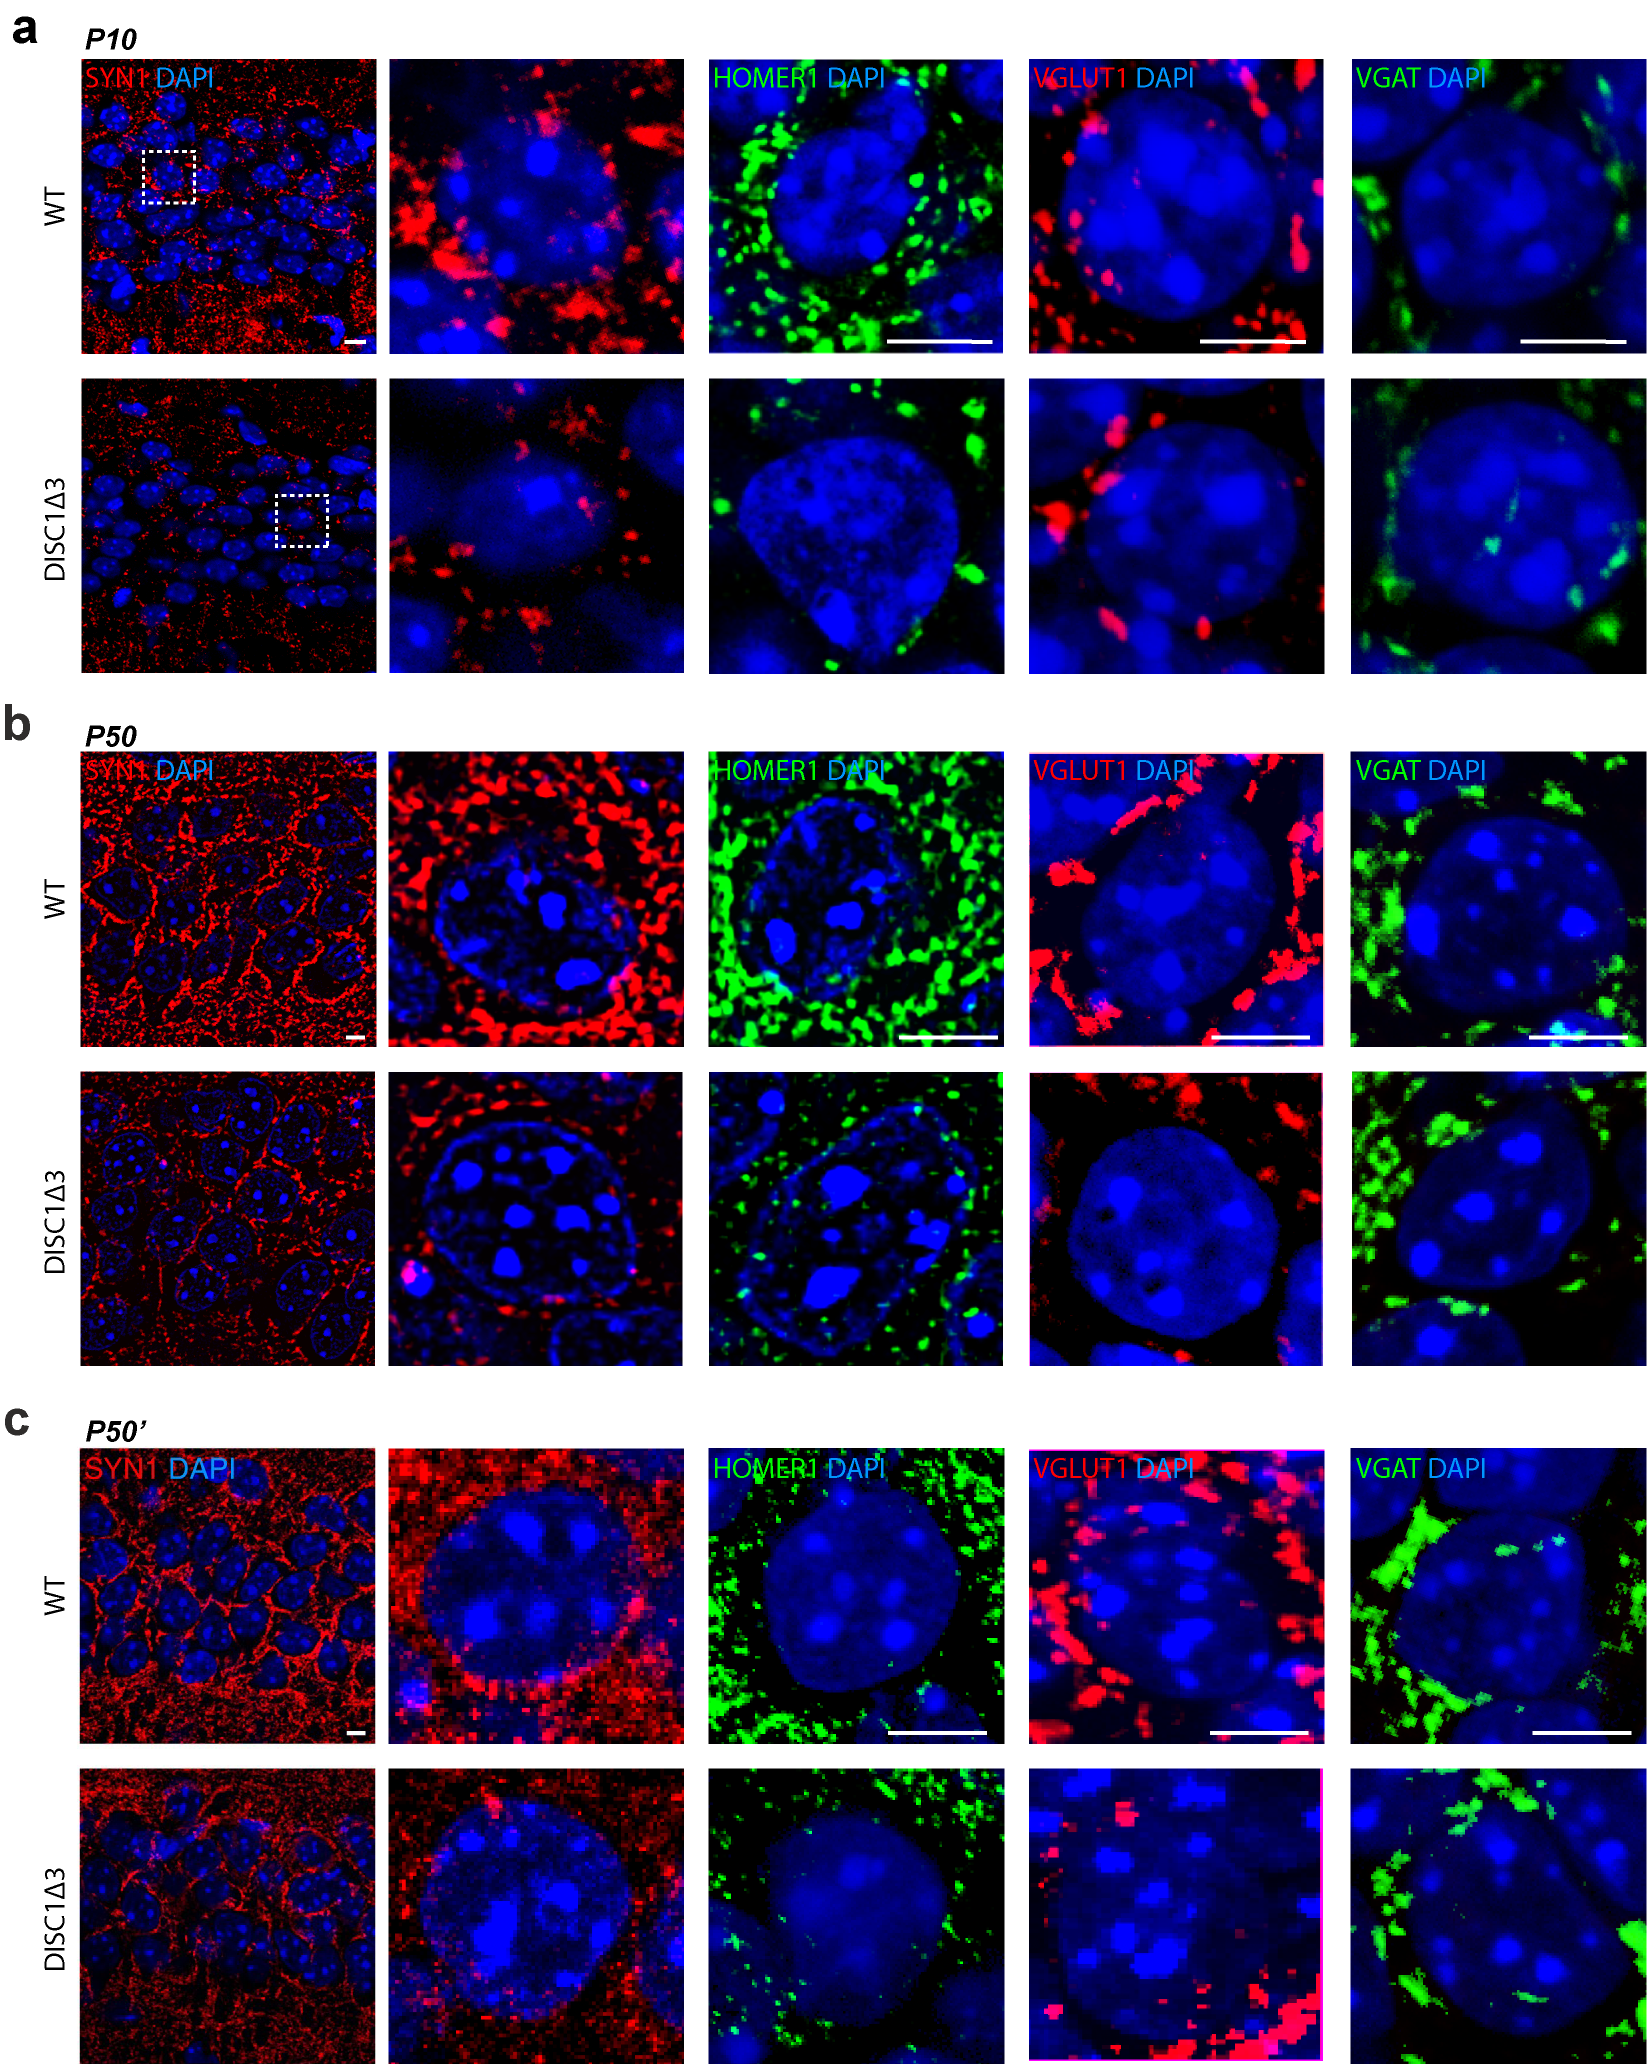

**Supplementary figure 4. Reduced synaptic markers in** **DISC1-Δ3 mice in the different experiment settings. a** Staining of SYN1, HOMER1, VGLUT1 and VGAT at P10. **b** Staining of SYN1, HOMER1, VGLUT1 and VGAT at P50. **c** Staining of SYN1, HOMER1, VGLUT1 and VGAT at P50 in DISC1-Δ3 mice with late tamoxifen induction (P40-P45). Scale bar, 5 µm.

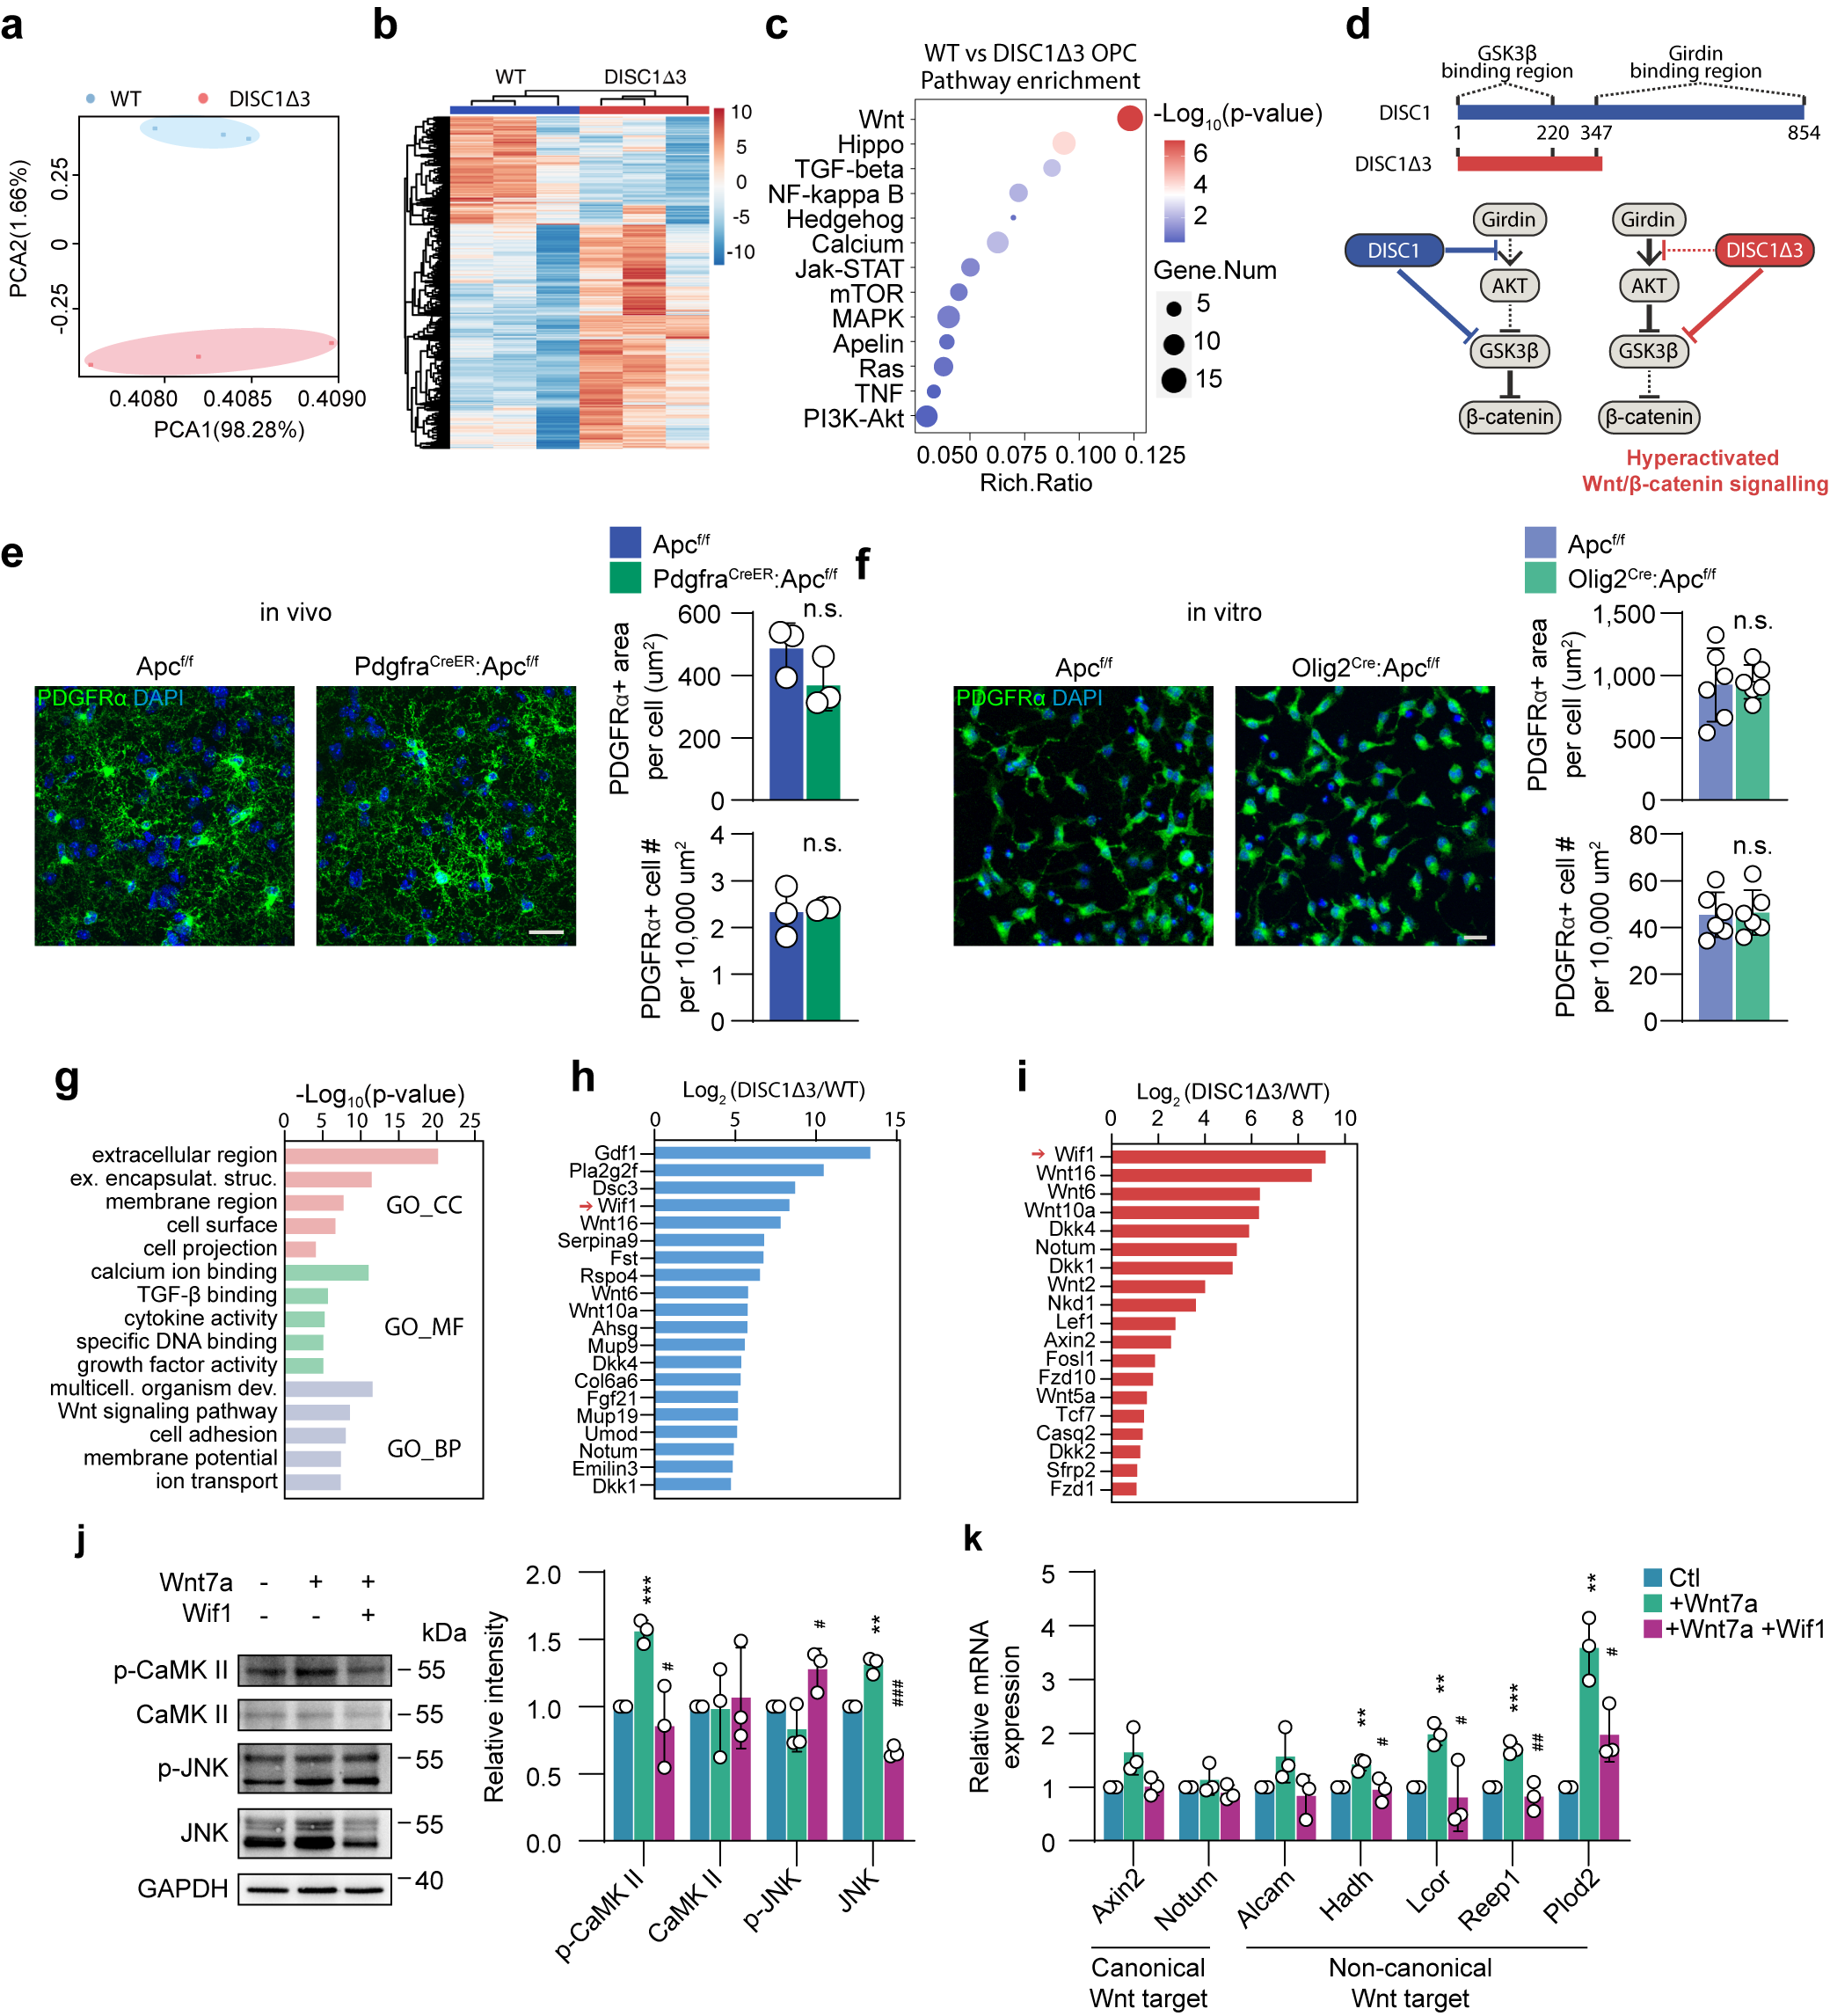

**Supplementary figure 5. Aberrant Wnt/β-catenin pathway activation in DISC1-Δ3 OPCs upregulates the expression of Wif1. a** PCA of differentially expressed genes in RNA-seq of WT and DISC1-Δ3 OPCs. **b** Heatmap of differentially expressed genes in RNA-seq of WT and DISC1-Δ3 OPCs. **c** KEGG pathway analysis of differentially expressed genes revealed by RNA-seq between acutely isolated WT and DISC1-Δ3 OPCs. **d** Model of DISC1-Δ3 regulation on Wnt/β-catenin signaling pathway. DISC1-Δ3 protein retains the GSK3β binding region but not the Girdin binding region. Both full length DISC1 and DISC1-Δ3 bind with GSK3β, directly inhibiting its activity, whereas DISC1-Δ3 could not bind to Girdin to inhibit AKT activity, leading to further suppression of GSK3β activity and subsequent hyperactivated Wnt/β-catenin signaling. **e** Staining and quantification of PDGFRα in control and PdgfraCreER:Apc-floxed mice. Scale bar, 20 µm. n = 3 mice. **f** Staining and quantification of PDGFRα in primary OPC culture from control and Apc conditional knockout mice (n = 6 independent experiments). Scale bar, 20 µm. n = 6 experiments. **g** Gene ontology (GO) analysis of differentially expressed genes in RNA-seq of WT and DISC1-Δ3 OPCs. **h** The extracellular region-associated genes upregulated in DISC-Δ3 OPCs shown by RNA-seq. **i** Wnt pathway-related genes are upregulated in DISCΔ3 OPCs shown by RNA-seq. Arrow highlights Wif1. **j** Western blot and quantification of CaMK II and JNK phosphorylation in protein lysates from primary hippocampal neurons cultured with or without Wnt7a or Wif1. n = 3 experiments. **k** RT-qPCR on primary hippocampal neuronal culture to detect expression of canonical and non-canonical Wnt pathway target gene expression. n = 3 experiments. Plots show individual data and mean ± SD; n.s., not significant; *p < 0.05, **p < 0.01, ***p < 0.001; #, statistical analysis between Wnt7a treatment and Wnt7a+Wif1 treatment. #p < 0.05, ##p < 0.01, ###p < 0.001; two-sided Student’s t-test.

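In a centred principal component analysis of log2(RPKM + 1) over the tested genes, component 1 held 77.6% of the variance and separated the genotypes, with scores of -22.0, -21.9 and -22.1 in wildtype and 21.9, 22.4 and 21.7 in DISC1-Δ3 replicates 1 to 3. Component 2 held 8.13% and set DISC1-Δ3 replicate 3 (score -14.2) apart from replicates 1 and 2 (7.30 and 6.79). Over differentially expressed genes alone, which were chosen for their difference, the separating component held 92.0%. Over all tested genes without centring each gene, it held 0.216%, and a component common to all libraries held 99.7%. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5498 of the tested genes (39.9%) were differentially expressed, 2807 higher and 2691 lower in DISC1-Δ3 OPCs, so that 51.1% were higher. When RPKM sums set the scaling, 70.0% of 5843 genes were higher. With a log2 fold change of at least 1 in size, 381 genes were higher and 146 lower. The median size of the log2 fold change was 0.38 among differentially expressed genes. The groups did not overlap for 49.6% of tested genes, against 10% by chance. The spread between replicates was small, with a biological coefficient of variation of 5.44%.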

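Among genes past the threshold without overlap, the largest fitted rises were those of Pla2g2f, Akp3, Agmat, Wif1 and Dsc3. All but Wif1 had at most 3 reads in every wildtype library. Only lower bounds hold for those genes, so their rank among the rises is not established. Akp3 and Agmat were at least 56-fold and 33.5-fold higher. The largest falls were smaller. Gm45988 and Ctse had log2 fold changes of -2.52 (standard error 0.16, adjusted p = 1.10e-09 from the same edgeR test) and -2.45 (standard error 0.19, adjusted p = 9.41e-09). LOC100044068, Trem3 and LOC100038947 followed at -2.40, -2.31 and -2.31. With each library left out in turn, LOC100044068 ran from -2.475 to -2.34, Trem3 from -3.17 to -1.72 and LOC100038947 from -4.21 to -1.71. The order of these falls is therefore not established. Under DESeq2, LOC100038947 lost the threshold (adjusted p = 0.131, from 8.35e-06 to 0.145 over its alternatives). In all, 37 genes with at most 3 reads in every wildtype library had at least 10 reads in every DISC1-Δ3 library, and 0 genes showed the reverse.

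**Figure D3:**
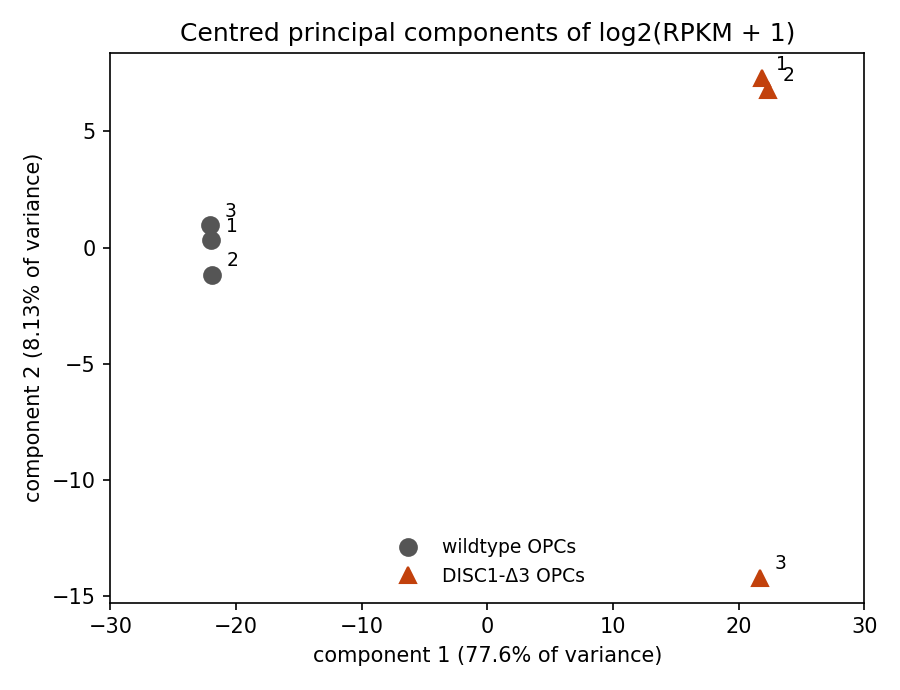
Scores of the 6 libraries on component 1 (horizontal axis, 77.6% of variance) and component 2 (vertical axis, 8.13%) of a centred principal component analysis of log2(RPKM + 1); circles are wildtype and triangles DISC1-Δ3 OPCs, numbered by replicate. Component 1 separates the genotypes, and DISC1-Δ3 replicate 3 lies at -14.2 on component 2.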

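Gene ontology terms were not analysed here. Among Reactome pathways, Extracellular matrix organization had 98 of 181 genes differentially expressed (odds ratio 1.80, adjusted p = 0.00213 from a one-sided Fisher's exact test), 57 of them higher, and was shifted upward in camera (adjusted p = 0.0312) and under fry (adjusted p = 0.00625). Of the panel of extracellular genes, Gdf1, Ahsg, Mup9, Fgf21, Mup19 and Umod did not pass the RPKM filter. Ahsg, Mup9, Fgf21, Mup19 and Umod had means of 6.67 to 10.7 reads in DISC1-Δ3 libraries and 0 in wildtype. The 1624.39 expected reads of Gdf1 in DISC1-Δ3 replicate 2 stood against at most 0.19 in each of the other 5 libraries, and Cers1, which overlaps Gdf1, had 0.61 in that replicate. Without the filter all 20 genes were past the threshold, and 16 were with DESeq2. Fst (gene ID 14313) rose from 0.0767 ± 0.0451 to 9.18 ± 0.601 RPKM (SD, n = 3 each), a log2 fold change of 6.90 (standard error 0.23, adjusted p = 1.21e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That size is imprecise, since Fst had a mean of 2.67 reads in wildtype. With each library left out in turn, it ran from 6.48 to 7.37.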

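Of the 19 genes in the panel of the Wnt pathway, 17 were tested, and all 17 were higher, over all tested genes and adjusted over the list alone. The panel was chosen on these samples, which makes this not independent evidence. The median log2 fold change was 2.52 (camera adjusted p = 8.43e-88, fry adjusted p = 3.59e-06). Nkd1 (gene ID 93960), a cytoplasmic antagonist of Wnt signaling, rose from 9.91 ± 0.164 to 106.8 ± 1.08 RPKM (SD, n = 3 each), a log2 fold change of 3.35 (standard error 0.048, adjusted p = 2.93e-19 from the same edgeR test). Wnt6 (gene ID 22420) rose from 0.420 ± 0.149 to 27.2 ± 2.08 RPKM (SD, n = 3 each), a log2 fold change of 5.95 (standard error 0.15). Wnt10a, Wnt5a, Fzd10 and Fzd1 had log2 fold changes of 5.87, 1.35, 1.60 and 0.93. The size for Wnt10a is imprecise, since it had a mean of 3.33 reads in wildtype. The genes nearest the threshold were Casq2 at 1.08 (adjusted p = 0.000704) and Fosl1 at 1.73 (adjusted p = 0.000659). Wnt2 and Dkk2 did not pass the RPKM filter.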

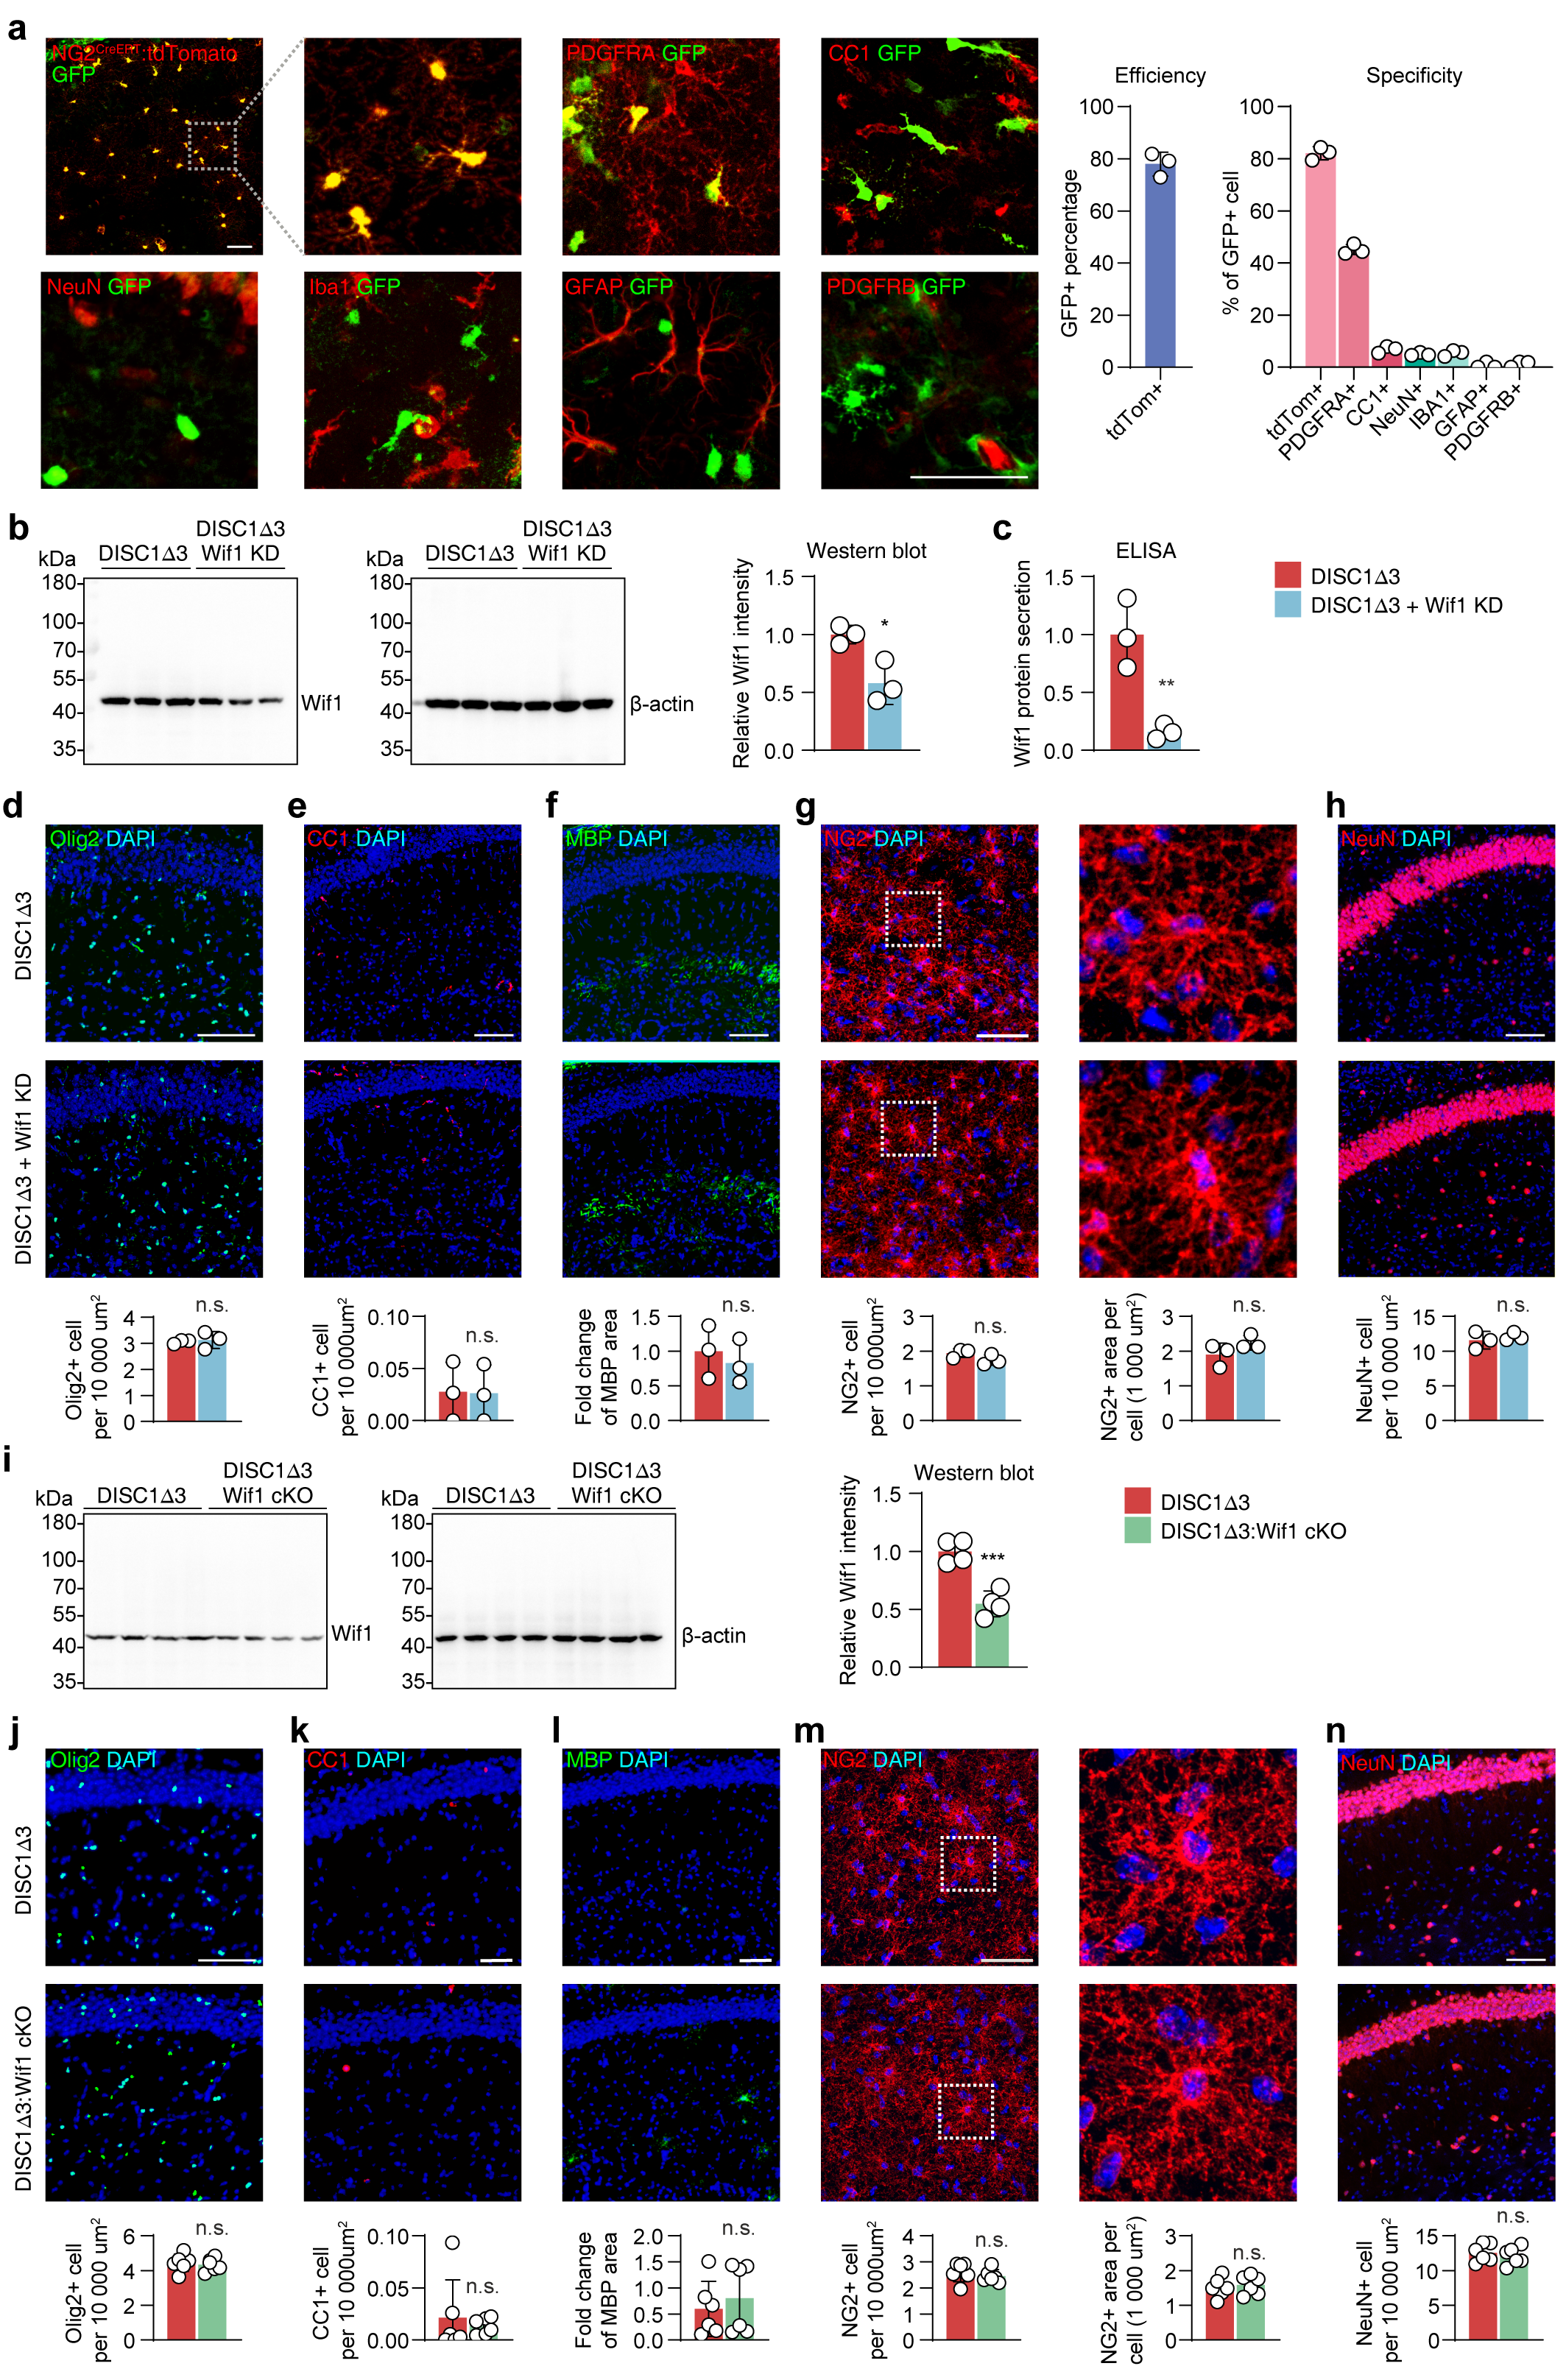

**Supplementary figure 6. Suppressing Wif1 expression in DISC-Δ3 OPCs affected neither oligodendrocyte maturation nor neuronal numbers. a** Staining and quantification of GFP-encoded OPC-preferential retrovirus efficiency and specificity. Cell type makers (OPC: NG2creERT:tdTomato, OL: CC1, microglia: IBA1, astrocytes: GFAP, neurons: NeuN, pericytes: PDGFRβ). GFP labels the transfected cells. Scale bar, 50 µm. n = 3 mice. **b** Western blot and quantification of Wif1 in the hippocampal lysate in the Wif1 KD experiments. n = 3 mice. **c** Detection of Wif1 protein expression in the hippocampus using ELISA. n = 3 mice. **d-h** Immunostaining and quantification of Olig2 (d), CC1 (e), MBP (f), NG2 (g), NeuN (h) in CA1 region of DISC-Δ3 mice with or without Wif1 KD. Scale bar, 50 µm. n = 3 mice. **i** Western blot and quantification of Wif1 in the hippocampal lysate in the Wif1 conditional KO experiments. n = 4 mice. **j-n** Immunostaining and quantification of Olig2 (j), CC1 (k), MBP (l), NG2 (m), NeuN (n) in CA1 region. Scale bar, 50 µm. n = 6 mice. Plots show individual data and mean ± SD; n.s., not significant, * p<0.05, ** p<0.01, *** p<0.001; two-sided Student’s t-test.

How the deposited data were processed for this re-analysis (not part of the article)

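RNA from freshly isolated OPCs was sequenced in 6 libraries, 3 from DISC1-Δ3 mice and 3 from wildtype mice, at P7 after tamoxifen at 10 mg/kg from P4 to P7. The authors deposited one table of 18211 genes with Entrez gene IDs and symbols. It holds an expected count and an RPKM for each gene and library. The authors made the expected counts by assigning reads to genes, with reads that match several genes divided between them; 90.2% of the values above 0 are whole numbers. The authors made the RPKM from the counts by dividing by transcript length and library total, and deposited it to 2 decimals, without further normalization between libraries. The paper's text names DESeq2, and does not name the aligner, the counter, the annotation or the genome build. Another 4 columns of group averages were not used. Of the symbols, 26 read as dates, and genes were therefore followed by their gene IDs.

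The comparison was planned on RPKM, as a limma fit to log2(RPKM + 1), with gene lists, alternatives and the rule for naming genes set before the data were examined. Since the table also holds counts, the test was changed to edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on rounded expected counts with TMM scaling, and the planned limma fit (limma 3.58.1) became an alternative. Genes were tested when their RPKM was at least 0.5 in at least 3 of the 6 libraries, which left 13792. The design had a term for genotype and none for the replicate number. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Groups with at most 3 reads in every library were taken as at the floor, 0.183 to 0.219 CPM, and folds against them were computed against that floor. Genes were named where the paper names them for its RNA-seq, where a reported list holds them, or where they were Disc1, Cspg4, Gsk3b, Ccdc88a, Akt1, Akt2, Ctnnb1 or Rnf43. The 5 largest rises and the 5 largest falls by fitted log2 fold change, without overlap between the groups, were also named. A gene that this rule names is not reported here. Apc was on a list of Wnt receptors and transducers; Hbb-b1, Hbb-b2, Cers1, Mybpc1, Esyt3, Cdh1, Cdx1, Fgf21, Krt8, Krt18, Lingo1, Foxa2, Ptf1a, Nkx6-1, Twist2, Dlx3, Osr2 and the genes beside the beta-globin genes were singled out after their values were seen, unless a list holds them.

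Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, over 30 lists. They covered Wnt feedback targets, ligands, receptors and transducers, secreted antagonists and agonists, AKT and mTOR genes, the paper's panels, non-canonical Wnt targets, DISC1 partners, cell type markers, Y-linked genes, immediate-early genes and proliferation genes. Second lists for microglia, OPCs and mature oligodendrocytes, and lists of genes that escape X inactivation, of keratinocytes and of intestinal epithelium were written after the main results were seen. Pathways were the Reactome mouse pathways of fgsea 1.28.0, since KEGG was not used here. Those with 10 to 500 tested genes were tested by a one-sided Fisher's exact test against the 13792 tested genes, of which 4909 are in at least 1 pathway, and by camera and fry. Principal components were computed on centred log2(RPKM + 1). For Wif1 the fold increase was the mean difference of RPKM divided by the wildtype mean, and the confidence interval of the fold from reads was the exact binomial one at 95%. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Gene IDs were matched to a reference gene table of assembly GRCm38.p6, for 18085 of 18211 genes, which served for names and for which genes lie beside each other; no coordinates are given, since the paper's text names no build.

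The fit, the list tests, the over-representation test and the component analysis were tested on simulated data. Counts were simulated for 13792 genes from the means and library sizes of these libraries, with 200 genes changed. Each simulated change was larger than the median size of 0.38 among the differentially expressed genes here. The share of changed genes was also far below the 39.9% called here, so rates from the simulation need not carry over. The edgeR fit recovered 191 of the changed genes (95.5%), 4.5% of its calls were unchanged genes, and it called 0 genes when no change was simulated. Simulated and fitted log2 fold changes had a correlation of 0.996 across the 200 changed genes, which are not independent replicates. Of 190 calls by DESeq2 1.42.0 186 were changed genes, and of 199 by limma 188 were.

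Alternatives were no filter, a filter at an RPKM of 1, scaling by RPKM sums, median-of-ratios scaling, robust empirical Bayes, the replicate number as a block, limma on log2 RPKM with pseudocounts of 0.1 and 0.01, with quantile normalization and without trend, each library left out in turn, a log2 fold change of at least 1, and the other set tests. The limma fit to log2(RPKM + 1), DESeq2 with and without the filter, edgeR's filterByExpr, removal of each library's trend with transcript length, over-representation among genes with a log2 fold change of at least 1 or against genes in at least 1 pathway, components with each library left out, and components without centring over differentially expressed genes were added after seeing the data. Replicate numbers are not said to mark litters or days, and a check of pairing found none. RT-qPCR, protein and imaging experiments of the paper are not covered by these libraries.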

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

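The tests of a larger share of red blood cells and of a different beta-globin allele were chosen only after the result was seen; the test of a linked chromosome segment was set before its value was seen.

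Outside the genes the paper discusses, 4 genes had a log2 fold change of at least 7 with a mean of at least 1000 reads in DISC1-Δ3 OPCs, against at most 64.2 expected reads in any wildtype library. They were Mybpc1 (8.19), Hbb-b1 (7.54), Esyt3 (7.17) and Hbb-b2 (7.02), and all 4 were higher in 3 of 3 DISC1-Δ3 libraries.

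Hbb-b1 and Hbb-b2 encode adult beta-globins, the protein of red blood cells. They took 0.261%, 0.298% and 0.189% of beta-globin reads in wildtype and 22.8%, 22.7% and 22.8% in DISC1-Δ3 replicates 1 to 3. A larger share of red blood cells is argued against as the whole source of the Hbb-b1 and Hbb-b2 rises. Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2 rose by a median of 0.80 (log2), far less than Hbb-b1 or Hbb-b2. A smaller increase of that share stays open, since all 9 tested erythroid markers were higher. The log2 ratio of all beta-globin to all alpha-globin reads changed by 0.0522, so reads moved between beta-globin genes while their sum kept its balance with alpha-globin. Hbb-bs and Hbb-bt form 1 allele of the locus in laboratory mice and Hbb-b1 and Hbb-b2 another, so a candidate explanation is that some DISC1-Δ3 animals carried the other allele. Reads shared between these paralogs are part of the same balance and were not separated from an allele. The 20 tested genes beside the beta-globin genes had a median size of log2 fold change of 0.41, at percentile 99.0 of 13748 windows along the genome, where the limit at percentile 95 was 0.32. A linked segment from another strain may account for that. Of these neighbours, 9 were lower and 2 higher, and the lower ones include Trim30a, Trim30d, Trim12a and Trim34a, while interferon pathways were lower throughout (Interferon Signaling, median log2 fold change -0.31). A general fall of interferon genes thus stays open for the neighbours. That fall was not separated from a smaller share of microglia, whose 12 markers had a median log2 fold change of -0.50. The floxed mice were made in C57BL/6 zygotes according to the paper, and the strain of the CreERT parent was not examined. A biological difference in beta-globin use between the genotypes is untested.

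Mybpc1, a gene of myosin-binding protein, had 7, 2 and 3 reads in wildtype and 917, 1111 and 1827 in DISC1-Δ3 replicates 1 to 3. Esyt3, a gene of a lipid-transfer protein, had 10, 15 and 18 against 1913, 2314 and 2400 expected reads. Removing each library's trend with transcript length left 5706 differentially expressed genes in all, and the calls of Mybpc1 and Esyt3 held there and under the other alternatives run. Among 11 lists of cell type markers, the largest rise was 1.63 (Slc4a1), well below both genes, which argues against a different mix of the listed cell types. Cell types outside these lists and a response to Wnt signaling were not tested for Mybpc1 and Esyt3.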

How the results depend on the processing

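DESeq2 with and without the filter, limma on log2(RPKM + 1), filterByExpr, removal of the length trend, components with a library left out or without centring over differentially expressed genes, and over-representation with a log2 fold change of at least 1 or against genes in at least 1 pathway were chosen after seeing the data.

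The log2 fold changes of Wif1 (5.29 to 8.68), Disc1 (-0.51 to -0.29) and Cspg4 (0.40 to 0.54) kept their direction and side of the threshold under all 21 alternatives run for each. So did the shifts of the feedback targets (median 0.88 to 1.55), the secreted antagonists and agonists (0.99 to 2.44), the ligands (0.20 to 1.02) and the Wnt panel (1.51 to 2.77), each under 23. With each library left out in turn, Wif1 ran from 8.55 to 8.62, Disc1 from -0.51 to -0.40, Cspg4 from 0.40 to 0.52, the feedback targets from 1.06 to 1.17, the antagonists and agonists from 2.24 to 2.43, the ligands from 0.40 to 0.54 and the Wnt panel from 2.38 to 2.77. The lowest values of Wif1, the ligands and the antagonists and agonists came from limma fits, where a pseudocount of 1 shrinks folds of weakly read genes by construction. The count of higher genes on the secreted panel was 14 in every fit that left out a library, 12 under the stricter filter, 20 without a filter and 16 with DESeq2 without a filter. The filters set how many of its genes are tested; for DESeq2, which without a filter tested all 20, the cause was not tested.

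The number of differentially expressed genes was 5753 without a filter, 5333 at an RPKM of 1, 5843 when RPKM sums set the scaling, 5465 with median-of-ratios scaling, 5559 with robust empirical Bayes, 5537 with filterByExpr and 4600 with DESeq2. It ran from 4342 to 6232 across the 6 fits that each left out a library, with the 6232 genes found without DISC1-Δ3 replicate 3. Higher genes ran from 2149 to 2918 and lower genes from 2149 to 3314 in those fits. Of the 5498 genes, 5336 were also called without the filter, 4562 with scaling by RPKM sums and 4595 with DESeq2. A log2 fold change of at least 1 in size left 527 genes, 381 higher and 146 lower, by construction. The number of lower genes fell to 1755 when RPKM sums set the scaling, 1763 and 1754 in limma with pseudocounts of 0.1 and 0.01, 1615 in limma without trend, and 1774 in limma on log2(RPKM + 1), with 69.2% to 70.0% of the genes higher. These fits share the RPKM scale, on which the median log2 fold change of all genes was 0.07 to 0.09. With quantile normalization of the same RPKM, 2641 genes were higher and 2691 lower.

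With the replicate number as a block the count of differentially expressed genes was 5429, and 5288 of the 5498 genes were called. The numbers do not pair the samples: correlations of the deviations of libraries with the same number were 0.07, 0.02 and -0.06, within the range of -0.08 to 0.06 of the other pairs or close to it.

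The pathway over-representation count of 97 was 196 without the filter, 218 in DESeq2 without the filter, 61 with scaling by RPKM sums, 31, 30, 34, 35 and 36 in limma with pseudocount 0.1, pseudocount 0.01, quantile normalization, no trend and log2(RPKM + 1), 54 for higher genes only, 14 with a log2 fold change of at least 1 and 60 against genes in at least 1 pathway. It ran from 74 to 145 across the fits without a library. Signaling by Wnt over-representation, an odds ratio of 1.26 that did not pass the threshold, passed it without the filter (1.54, adjusted p = 0.00889), in DESeq2 without the filter (1.47, adjusted p = 0.0265) and for higher genes only (1.69, adjusted p = 0.0256); it ran from 1.04 to 1.23 with a library left out. Its adjusted p over all alternatives ran from 0.00889 to 0.893. Without the filter the background gains genes that could hardly be called, which raises odds ratios by construction; for the other changes the cause was not tested.

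Under fry, the Wnt receptors and transducers (median 0.0711, adjusted p = 0.00556) and the AKT and mTOR list (median -0.041, adjusted p = 0.0302) passed the threshold that they missed in camera. Over the alternatives, adjusted p ran from 0.00556 to 0.460 and from 0.0302 to 0.453. Fry tests each list by itself and camera tests it against the other genes. With a library left out, the medians ran from 0.01 to 0.06 and from -0.11 to -0.03; the ends of 0.01 and -0.11 came without wildtype replicate 3 and without DISC1-Δ3 replicate 3.

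The component that separates the genotypes held 77.6% of the variance. It held 92.0% over differentially expressed genes, 73.6% with a pseudocount of 0.1, 0.216% without centring, 0.409% without centring over differentially expressed genes and 1.94% without centring or logarithm over those genes. Without centring, the first component is the mean level of the genes by construction. With a library left out it ran from 77.8% to 81.8%, the latter without DISC1-Δ3 replicate 3.

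Of 7455 values for 356 single genes under the alternatives, 260 lost the threshold, 136 gained it and 7056 kept their side of it, of which 256, for 66 genes, changed sign without passing the threshold in either fit. Another 3 values reversed, with the gene past the threshold in at least 1 of the fits: they were Sirt2 (0.0255), Mbp (0.046) and Slc1a3 (0.0888, adjusted p = 0.0410) in limma with quantile normalization; the cause was not tested. Over the alternatives, adjusted p ran from 0.00215 to 0.538 for Sirt2, from 0.000212 to 0.235 for Mbp and from 0.0410 to 0.769 for Slc1a3. Low depth limits genes such as Wif1, with 11 wildtype reads in all, and genes at the floor, for which the fold has a lower bound only.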

Differences from the paper's values

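The settings named here as added were chosen only after the values were seen; the others were set before the data were examined.

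The paper gives RT-qPCR increases of 199.3% for Axin2, 412.2% for Notum and 500.0% for Wif1 in DISC1-Δ3 OPCs. From RPKM, the increases here were 428% for Axin2, 3255% for Notum and 42009% for Wif1. The paper's values come from another assay, so the scale of both is a percent increase over wildtype but the measurement differs. None of the 16 alternatives set before the data were examined closed these gaps.

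Supplementary Fig. 5a labels the component that separates the genotypes with about 1.7% of the variance, read by eye, against 77.6% here. None of the 3 alternatives set before the data were examined closed the gap. A component analysis of differentially expressed genes without centring or logarithm, added after seeing the values, gave 1.94%.

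Log2 fold changes read by eye from Supplementary Fig. 5h and Supplementary Fig. 5i were compared for 38 entries, of which 17 have only a lower bound here and 8 differed. Whether an entry differs, and whether a gap closes, depends on the tolerance for values read by eye. Fst at about 6.7 against 6.90 here counted as equal, and Fzd10 at about 1.8 against 1.60 as different. For the 7 genes in both panels, the values of Supplementary Fig. 5i were 1.09 to 1.11 times those of Supplementary Fig. 5h (median 1.103), so the panels differ from each other on the log2 scale. For Wif1, the paper's figures show about 8.3 in Supplementary Fig. 5h and about 9.2 in Supplementary Fig. 5i, against 8.596 here, and none of the alternatives set before the data were examined closed either gap. In Supplementary Fig. 5i the paper shows about 6.4 for Wnt6 and about 5.4 for Notum, against 5.95 and 5.02 here, and none of those alternatives closed the gaps. It shows about 6.3 for Wnt10a against 5.87 here, which closed without wildtype replicate 1 and under none of the others. For Nkd1 it shows about 3.6 against 3.35 here; scaling by RPKM sums and limma with pseudocounts of 0.1 and 0.01 closed the gap, and the others did not. For Axin2 it shows about 2.6 against 2.33 here, which closed with scaling by RPKM sums alone. For Fzd10 it shows about 1.8 against 1.60 here. That gap closed with the filter at an RPKM of 1, with scaling by RPKM sums, with limma at pseudocounts of 0.1 and 0.01, without wildtype replicate 1 and without DISC1-Δ3 replicate 3.

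The paper attaches an error to its fold increase of Wif1 and states that errors of changes are standard errors of the difference; that standard error was 12.4 here, and the SD of the DISC1-Δ3 RPKM divided by the wildtype mean was 21.4. Supplementary Fig. 5h places Gdf1 first among extracellular genes; here Gdf1 had more than 3 reads in 1 DISC1-Δ3 library only and was not tested. Of that panel, 6 genes missed the RPKM filter, and without the filter all 20 were past the threshold. Supplementary Fig. 5c places the Wnt pathway among its leading KEGG terms. In Reactome, Signaling by Wnt ranked 223 of 859 here, and it was past the threshold without the filter (adjusted p = 0.00889), for higher genes only (0.0256) and in DESeq2 without the filter (0.0265), the last of these added after seeing the values; over all alternatives its adjusted p ran from 0.00889 to 0.893. The paper proposes that AKT/mTOR signaling changes OPC morphology and states that its KEGG analysis supported this possibility. Here the AKT and mTOR list was not past the threshold in camera (adjusted p = 0.279) and was under fry (adjusted p = 0.0302), with a downward shift.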

Other observations

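The tests of a single pool of cells, of an animal per library and of cell types as a source of the Wnt targets were chosen only after the result was seen; the other tests were set before the values they measure were seen.

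The 6 libraries can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many differentially expressed genes, and 1 of 10 as many over-represented pathways; the 9 other splits, which mix the genotypes, gave 0 genes, with 68 to 442 genes at an unadjusted p under 0.05, and hence 0 pathways. For the Wnt feedback targets 1 of 10 splits, and for the AKT and mTOR list 4 of 10 splits, gave a camera p as small as the real one. With 10 splits a share under 0.1 is out of reach, so these shares by themselves decide nothing. A bias in transcript length between the groups is argued against by 5706 differentially expressed genes after each library's trend was removed, against 5498. Small differences between replicates would also arise if libraries of a genotype came from a single pool of cells, in which case the replicates would carry no variation between animals. Y-linked reads varied among DISC1-Δ3 libraries with a chi-square p of 0.0715 and among wildtype libraries with 0.195, which cannot be told apart from counting noise, so a pool stays open. The share of Hbb-b1 and Hbb-b2 in beta-globin reads was near equal, at 22.8%, 22.7% and 22.8% in DISC1-Δ3 replicates 1 to 3. A pool would give such equal shares, and so would animals that all carried the same alleles, so these shares do not decide.

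The 4 Y-linked genes were lower in DISC1-Δ3 OPCs (median log2 fold change -2.06, 4 of 4 past the threshold, also adjusted over the list alone; camera adjusted p = 2.55e-08, fry adjusted p = 2.83e-05), at 24.4%, 21.7% and 26.7% of the wildtype level in replicates 1 to 3. A single animal for each DISC1-Δ3 library is argued against, since such a library would hold Y-linked reads at the male level or none, and the highest fraction of the wildtype level was 0.267. Several animals for each library stay open, and the test does not bear on the wildtype libraries. A smaller share of RNA from male animals may explain the pattern: the 5 listed genes that escape X inactivation had a median of 0.28, with 4 of 5 above 0 and 3 past the threshold (camera adjusted p = 0.296, fry adjusted p = 0.0514). Xist is not in the table. Genotype and sex composition are confounded here, so part of the other differences could come from sex; that was not tested.

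Markers of cell types moved between the genotypes. All 12 microglial markers were lower (median -0.50, camera adjusted p = 1.99e-14, fry adjusted p = 5.54e-05), with Csf1r at 1865 ± 20.8 RPKM in wildtype and 1322 ± 43.7 in DISC1-Δ3 (SD, n = 3 each), and C1qa at 3312 ± 128 and 2192 ± 61.1. Pdgfra, an OPC marker, had 17.5 ± 0.503 and 25.9 ± 0.915. Microglial transcripts far exceeded OPC transcripts in these libraries: the median RPKM over the microglial list was 1071 in wildtype and 765 in DISC1-Δ3, against 20.7 and 33.1 over the OPC list. Values given for OPCs are therefore values of the isolated cells as a whole. Of 12 OPC markers, 8 were higher and 1 lower (median 0.47, camera adjusted p = 0.000108, fry adjusted p = 0.000185; not past the threshold with an estimated correlation, adjusted p = 0.0551). In second lists without genes of the first, 19 of 20 microglial genes were lower (median -0.49, camera adjusted p = 2.68e-19) and 10 of 15 OPC genes higher and 1 lower (median 0.32, camera adjusted p = 0.00963). These values are in line with a different mix of cell types, with fewer microglia among the isolated cells, as a hypothesis. A lower level of these genes per cell is untested.

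Other markers went both ways. Counts here are the same adjusted over the list alone unless said. Neuronal and mural markers were higher for 11 of 12 each (medians 0.47 and 0.47, camera adjusted p = 0.000779 and 0.000327), erythroid ones for 9 of 9 (0.80, 1.61e-10) and endothelial ones for 5 of 12 (0.16, 0.279). Mature oligodendrocyte markers were lower for 7 of 11 (-0.45, camera adjusted p = 0.00117), but a second list of 14 had 5 higher and 2 lower, or 3 adjusted over the list alone (0.08, 0.993). Astrocyte markers had 2 higher and 8 lower of 12 (-0.21, 0.0112), a call lost when RPKM sums set the scaling (adjusted p = 0.0747) and with quantile normalization (0.220, the highest of its alternatives, down to 0.000244). Immediate-early genes, which respond to cell isolation, were lower for 12 and higher for 3 of 18, or 13 and 4 adjusted over the list alone (-0.45, camera adjusted p = 1.91e-09). All camera calls of this paragraph hold under fry. With an estimated correlation those of the astrocyte markers (adjusted p = 0.0797) and of the second OPC list (0.0758) do not hold. Wildtype libraries express nearly all of these markers at an RPKM of at least 0.5: 12 of 12 microglial, astrocyte, mural, endothelial and OPC markers and 11 of 12 neuronal ones, but 7 of 11 erythroid ones. The OPC list shares 2 genes with other lists, and the study's panels picked 0 of it.

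Newly formed oligodendrocyte markers had 2 higher and 4 lower of 10 (median -0.02, camera adjusted p = 0.773), choroid and ependymal ones 3 higher of 12 (-0.01, 0.464) and non-canonical Wnt targets 2 higher and 1 lower of 5 (-0.03, 0.464). When RPKM sums set the scaling, which raises the median of all genes to 0.09, these medians were 0.07, 0.08 and 0.06. With a library left out they ran from -0.04 to -0.03, from -0.09 (without wildtype replicate 2) to 0.11 (without wildtype replicate 3) and from -0.06 to 0.01 (without DISC1-Δ3 replicate 3). Meningeal markers had 2 higher and 1 lower of 12 (0.10, 0.774), with 0.0047 without DISC1-Δ3 replicate 1 and 0.16 without DISC1-Δ3 replicate 3. Liver markers had 1 higher of 2 (0.04, 0.705), with -0.15 without DISC1-Δ3 replicate 3. Proliferation genes had 3 higher and 3 lower of 20, or 2 and 0 adjusted over the list alone (0.03, 0.871), with 0.005 without DISC1-Δ3 replicate 2. The second list of mature oligodendrocyte genes ran from 0.04 without DISC1-Δ3 replicate 1 to 0.12 without DISC1-Δ3 replicate 2. Under fry, the endothelial (adjusted p = 0.00869), newly formed oligodendrocyte (0.0230), choroid (0.000775), liver (0.0496), proliferation (0.0158) and non-canonical (0.0268) lists passed the threshold that they missed in camera.

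A different mix of the listed cell types is argued against as the source of the Wnt targets. Of 19 feedback targets with more than 3 reads in each wildtype library, 7 (Axin2, Nkd1, Notum, Lef1, Rnf43, Sp5 and Apcdd1) rose by more than any marker of 11 lists, the largest of which was Slc4a1 at 1.63. The intestinal list, written after the main results were seen, is not among the 11. Its highest log2 fold change was 3.40, above Axin2 (2.33) and Nkd1 (3.35) but below Notum (5.02). A cell type outside the 11 lists, and the deletion itself, stay open. The wildtype mice were non-CreERT according to the paper, so an effect of CreERT cannot be told apart from the deletion.

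Cspg4 was higher, and the CreERT transgene carries its promoter. Extra copies of neighbouring genes on the transgene were examined within 100 kb: the 5 tested genes had a median of -0.0221, and Lingo1 alone was higher (0.92). How far the transgene reaches is not known. Cspg4 is also on the lists of OPC and mural markers, and its rise of 0.46 is close to the medians of both lists (0.47 each). A copy of Cspg4, a different mix of cell types and a change of its expression therefore cannot be told apart. For Disc1, the 20 tested neighbours had a median size of log2 fold change of 0.19, at percentile 48.9 of windows, so a linked segment from another strain at Disc1 left no trace that this test can see. Apc, which encodes a protein that degrades β-catenin, had 4647, 5081 and 4770 reads in wildtype and 3283, 3563 and 5386 in DISC1-Δ3 replicates 1 to 3, a log2 fold change of -0.34 (adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call is weak: the Apc change lost the threshold under 10 of 21 alternatives, among them DESeq2 and scaling by RPKM sums, and without wildtype replicate 1 (-0.28, adjusted p = 0.0906). Without DISC1-Δ3 replicate 3 it was -0.55 (adjusted p = 4.25e-10), and over all alternatives the adjusted p ran up to 0.258. Values per gene do not resolve exons.

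Gdf1 had 1624.39 expected reads in DISC1-Δ3 replicate 2 and at most 0.19 in the others, while Cers1, which overlaps it, had 0.61 there and at least 1322 in the others. Replicate 2 lacked 1464 Cers1 reads against the median share of the other 5 libraries. This is in line with reads of a shared transcript assigned to Gdf1 in place of Cers1 in that library. It was the only such pair: 1 gene was missing in a single library and 1 present in a single library, at a minimum of 100 reads.

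DISC1-Δ3 replicate 3 lay apart from replicates 1 and 2. Transcript length as the whole source is argued against: with each library's trend removed, its distance from the mean of the other two was 0.194, against 0.207 before and at most 0.168 for the other 5 libraries after removal. Its Spearman correlation with length across genes, which are not independent replicates, was 0.286 against 0.310 for wildtype replicate 1. The source of the distance was not found.

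The 37 genes near silence in wildtype and read in all DISC1-Δ3 libraries include transcription factors of different tissues (Foxa2, Ptf1a, Nkx6-1, Cdx1, Dlx3, Twist2 and Osr2), and Krt8 and Krt18 rose by 3.40 and 2.78 (log2) from 0.953 ± 0.102 and 2.58 ± 0.250 RPKM (SD, n = 3). Cells of skin epithelium are argued against as the source of Cdh1 (mean of 250.3 reads in DISC1-Δ3) and Dsc3 (183): the highest of Krt5, Krt14, Krt1 and Krt10 had a mean of 55.3 reads. The keratinocyte list had 0 higher and 1 lower of 6 tested genes (median 0.20, or 0.32 without wildtype replicate 1; camera adjusted p = 0.891), with 6 of its 12 genes below the filter. For cells of intestinal epithelium, Lgals4 had a mean of 19.7 reads in DISC1-Δ3 against 27 in wildtype, a log2 fold change of -0.54 (adjusted p = 0.169, from 0.0244 to 0.481 over its alternatives), and -0.94 without DISC1-Δ3 replicate 3. This goes against such cells, but Lgals4 is a single gene with few reads, and Cdx1 had a mean of 29.7 reads against 0, so intestinal cells stay open. The intestinal list had 2 higher of 4 tested genes (median 1.44, camera adjusted p = 4.65e-05, from 1.31e-05 to 0.0935 over its alternatives, fry adjusted p = 8.77e-06). That median depends on the filter: it was 0.46 over 7 genes without the filter and 0.44 over 5 genes with filterByExpr. The highest over the alternatives was 1.53. The biological alternative, transcription in OPCs under hyperactive Wnt signaling, is untested.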
